# Paraxial mesoderm organoids model development of human somites

**DOI:** 10.7554/eLife.68925

**Published:** 2022-01-28

**Authors:** Christoph Budjan, Shichen Liu, Adrian Ranga, Senjuti Gayen, Olivier Pourquié, Sahand Hormoz

**Keywords:** paraxial mesoderm, somitogenesis, human organoids, image-based screen, Human

## Abstract

During the development of the vertebrate embryo, segmented structures called somites are periodically formed from the presomitic mesoderm (PSM) and give rise to the vertebral column. While somite formation has been studied in several animal models, it is less clear how well this process is conserved in humans. Recent progress has made it possible to study aspects of human paraxial mesoderm (PM) development such as the human segmentation clock *in vitro* using human pluripotent stem cells (hPSCs); however, somite formation has not been observed in these monolayer cultures. Here, we describe the generation of human PM organoids from hPSCs (termed Somitoids), which recapitulate the molecular, morphological, and functional features of PM development, including formation of somite-like structures *in vitro*. Using a quantitative image-based screen, we identify critical parameters such as initial cell number and signaling modulations that reproducibly yielded formation of somite-like structures in our organoid system. In addition, using single-cell RNA-sequencing and 3D imaging, we show that PM organoids both transcriptionally and morphologically resemble their *in vivo* counterparts and can be differentiated into somite derivatives. Our organoid system is reproducible and scalable, allowing for the systematic and quantitative analysis of human spine development and disease *in vitro*.

## eLife digest

Humans are part of a group of animals called vertebrates, which are all the animals with backbones. Broadly, all vertebrates have a similar body shape with a head at one end and a left and right side that are similar to each other. Although this is not very obvious in humans, vertebrate bodies are derived from pairs of segments arranged from the head to the tail. Each of these segments or somites originates early in embryonic development. Cells from each somite then divide, grow and specialize to form bones such as the vertebrae of the vertebral column, muscles, skin, and other tissues that make up each segment.

Studying different animals during embryonic development has provided insights into how somites form and grow, but it is technically difficult to do and only provides an approximate model of how somites develop in humans. Being able to make and study somites using human cells in the lab would help scientists learn more about how somite formation in humans is regulated.

Budjan et al. grew human stem cells in the lab as three-dimensional structures called organoids, and used chemical signals similar to the ones produced in the embryo during development to make the cells form somites. Various combinations of signals were tested to find the best way to trigger somite formation. Once the somites formed, Budjan et al. measured them and studied their structure and the genes they used. They found that these lab-grown somites have the same size and structure as natural somites and use many of the same genes.

This new organoid model provides a way to study human somite formation and development in the lab for the first time. This can provide insights into the development and evolution of humans and other animals that could then help scientists understand diseases such as the development of abnormal spinal curvature that affects around 1 in 10,000 newborns.

## Introduction

Paraxial mesoderm (PM) development involves the formation of embryonic segments called somites, which are produced sequentially from the presomitic mesoderm (PSM) and arranged periodically along the anterior-posterior (AP) axis of the vertebrate embryo. Somites give rise and contribute to a variety of tissues including skeletal muscle, dermis, cartilage, and bone (Chal and Pourquié, 2017). Somite formation is controlled by a conserved molecular oscillator, the segmentation clock (Dequéant et al., 2006; Hubaud and Pourquié, 2014; Oates et al., 2012). Previous efforts have focused on how this oscillator controls somite formation using a variety of model systems such as mouse, zebrafish, and chick because of ethical and technical limitations of culturing human embryos. Recently, researchers were able to recapitulate PM development using human and mouse pluripotent stem cells cultured as 2D monolayers (Chu et al., 2019; Diaz-Cuadros et al., 2020; Matsuda et al., 2020). These cells undergo species-characteristic oscillations similar to their *in vivo* counterparts. However, final stages of somite development and vertebra formation were not observed in currently published human cell culture systems (Palla and Blau, 2020), suggesting that certain aspects of *in vivo* development are not recapitulated in these 2D systems. We reasoned that a 3D cell culture system may exhibit all the stages of PM development including morphogenetic processes associated with somite formation.

Here, we describe an organoid system derived from human induced pluripotent stem cells (hiPSCs) called Somitoids, which faithfully recapitulates functional, morphological, and molecular features of PM development, including formation of somite-like structures *in vitro*. To identify the culture conditions that reproducibly yielded formation of somite-like structures, we developed a quantitative image-based screening platform for individual organoids. Our screening approach identified the optimal parameter values for the culture conditions such as the initial cell number and the concentration of the chemical modulators. We show using single-cell RNA-sequencing (scRNA-seq), immunofluorescence, and qRT-PCR that Somitoids resemble their *in vivo* counterparts both transcriptionally and morphologically and can be differentiated into somite derivatives such as sclerotome and dermomyotome *in vitro*.

Our Somitoid system is reproducible and scalable, allowing for systematic and quantitative analysis of PM development and somite formation to study human spine development and disease in a dish. Finally, our approach can be used to systematically screen organoid cultures for desired phenotypes and reproducibility.

## Results

Recently, protocols have been developed to differentiate mouse or human pluripotent stem cells (hPSCs) towards PM using a combination of the WNT agonist CHIR and BMP inhibitor LDN (Chal et al., 2015; Diaz-Cuadros et al., 2020). To adapt the protocol for a 3D model of human somitogenesis, we first optimized the initial conditions of our cultures by generating pluripotent spheroids of defined cell numbers. hiPSCs were allowed to aggregate for 24 hr as suspension cultures in pluripotency media (mTeSR1) in the presence of ROCK inhibitor and polyvinyl alcohol (PVA) to promote aggregation (Figure 1A). These pluripotent spheroids resemble cavity-stage epiblast embryos as previously described for kidney organoid cultures (Freedman et al., 2015; Figure 1B, Figure 1—figure supplement 1A). Next, spheroids were cultured in media containing CHIR and LDN (CL), similarly as done for the monolayer cultures (Chal et al., 2015; Diaz-Cuadros et al., 2020), but with CHIR at a higher concentration (10 µM). After 24 hr in CL media, epiblast-stage cells transition to a neuromesodermal progenitor (NMp) or primitive streak cell fate, characterized by co-expression of T/BRA and SOX2 (Tzouanacou et al., 2009; Figure 1B). By 48 hr, cells rapidly downregulate SOX2 and express PSM markers, including TBX6 and MSGN1 (Figure 1B). This PSM state persists from day 2 to day 4 and is also characterized by the expression of segmentation clock genes such as HES7 (Figure 1C). On day 5, organoids showed expression of marker genes associated with somite fate as characterized by qPCR (Figure 1C, Figure 1—figure supplement 1B). Taken together, the order of activation of marker genes in the PM organoids followed the expected stages of differentiation observed during PM development.

**Figure 1.**
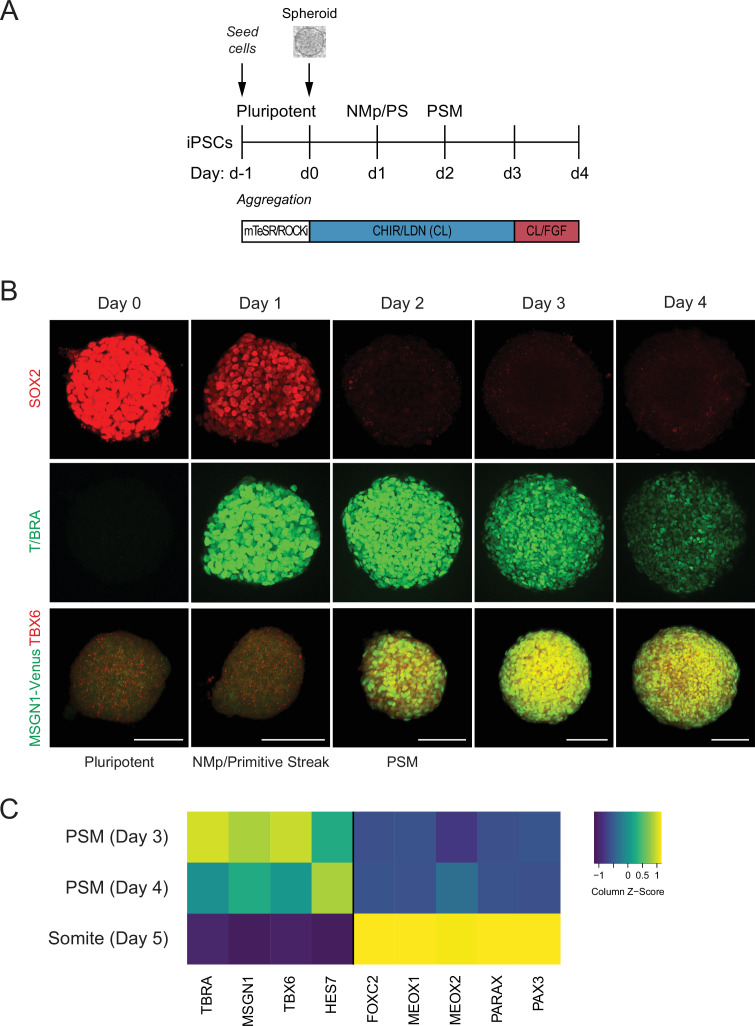
Human pluripotent stem cell (hPSC)-derived paraxial mesoderm (PM) organoids turn on marker genes associated with PM differentiation. (**A**) Schematic overview of PM organoid differentiation protocol from hPSCs. hPSCs aggregated and formed spheroids for 24 hr prior to differentiation. For differentiation, spheroids were exposed to Wnt agonist (CHIR) and BMP inhibitor (LDN) for 72 hr. On day 3, FGF2 was added to the media in addition to CHIR and LDN. (**B**) Immunofluorescence analysis of cell fate-specific marker genes shows progressive differentiation towards presomitic mesoderm (PSM) fate (top and middle rows). Organoids derived from human induced pluripotent stem cells (hiPSCs) harboring an MSGN1-Venus reporter express TBX6 at the same time as the reporter is activated (bottom row). Scale bar represents 100 µm. Representative images shown from n = 3 independent experiments. Cell lines used: NCRM1 hiPSCs and MSGN1-Venus hiPS reporter cells. (**C**) qRT-PCR analysis of PSM and somite markers reveals PSM-to-somite transition from day 4 to day 5. Relative gene expression levels are shown as Z-scores, expressed as fold-change relative to undifferentiated iPSCs (see Materials and methods). Source data is available in Figure 1—source data 1. Figure 1—source data 1.qPCR raw data of paraxial mesoderm (PM) organoid differentiation.

**Figure 1—figure supplement 1.**
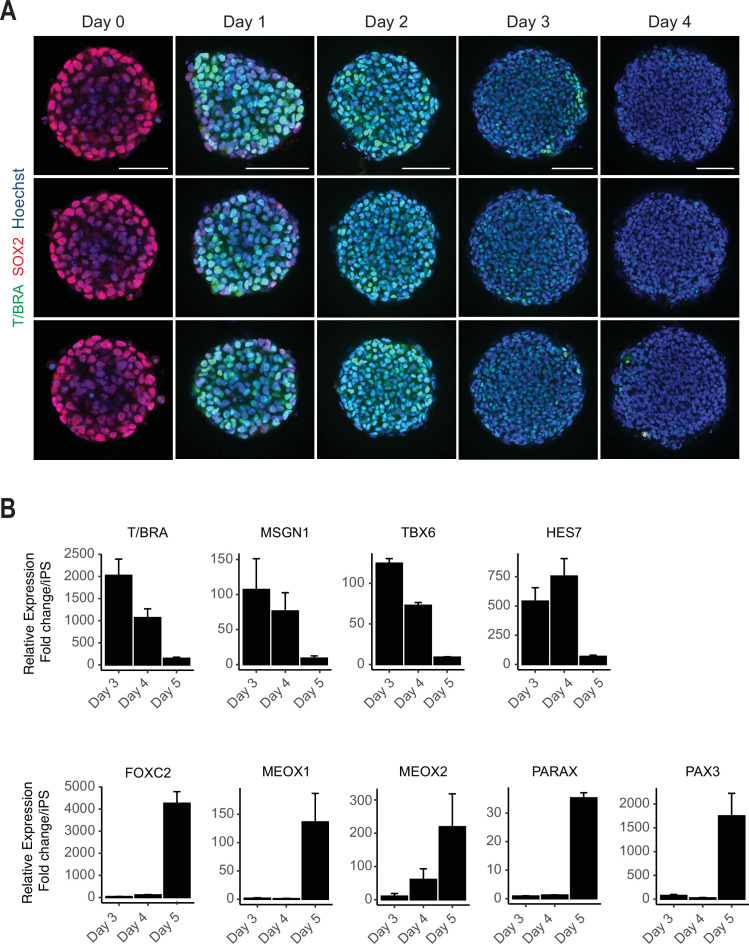
Additional immunofluorescent and qPCR data. (**A**) Immunofluorescent images of paraxial mesoderm (PM) organoid differentiation from cavity-forming spheroids. Single optical z-sections are shown for each organoid to illustrate the central cavity formed 24 hr after aggregation (day 0). For each day of differentiation, three representative replicates are shown. Representative images are shown from three organoid replicates. NCRM1 human induced pluripotent stem cells (hiPSCs) were used to generate organoids. (**B**) qRT-PCR analysis of presomitic mesoderm (PSM) and somite markers reveals PSM-to-somite transition from day 4 to day 5. Relative gene expression levels are shown as fold-change relative to undifferentiated iPSCs (see Materials and methods).

**Figure 1—figure supplement 2.**
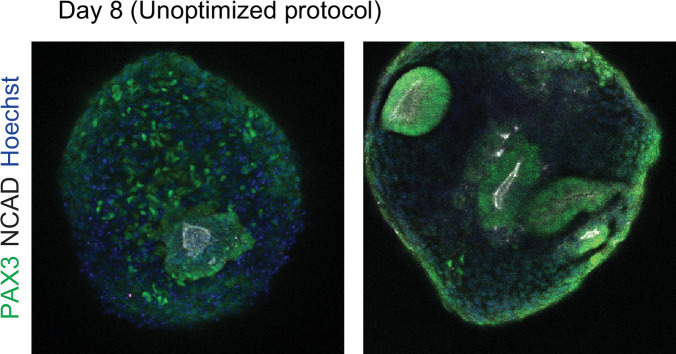
Organoids generated using an unoptimized protocol exhibit heterogeneous activation of somite marker genes (PAX3 and NCAD) and a low number of rosette structures. The rosette structures do not match the expected size of *in vivo* human somites. In addition, organoids generated using the unoptimized protocol showed a delayed onset of PAX3 expression and the rosette structures did not form until day 8.

We observed that following the above protocol resulted in a heterogeneous activation of somite marker genes across cells within the same organoid and across different replicates, as well as a low number of somite-like structures (Figure 1—figure supplement 2). To improve reproducibility, we set out to screen for the optimal initial cell number, the concentration of the signaling factors, and the timing of their additions during culture. For our primary screen, we compared organoids with an initial cell number of 500 and 1000 as well as combinations of modulators of candidate signaling pathways that have previously been involved in PM development and somite formation, including FGF, WNT, BMP, and TGF-β (Aulehla et al., 2008; Chal et al., 2015; Hubaud and Pourquié, 2014; Tonegawa et al., 1997; Xi et al., 2017). We primarily focused on the FGF and WNT signaling pathways since their critical role during somitogenesis is well established both *in vivo* (Aulehla et al., 2008; Aulehla et al., 2003; Delfini et al., 2005; Dubrulle et al., 2001; Dunty et al., 2008; Greco et al., 1996; Yamaguchi et al., 1999) and *in vitro* (Chal et al., 2015; Sakurai et al., 2012; Tan et al., 2013). Furthermore, dual inhibition of FGF and WNT signaling has been used with some success to generate PM derivatives *in vitro* (Loh et al., 2016; Matsuda et al., 2020). Finally, the BMP and TGF-β signaling pathways have been shown *in vitro* and *in vivo* to have a role in human somitogenesis (Loh et al., 2016; Xi et al., 2017).

PSM-stage organoids on day 3 were treated with signaling modulators for 24 and 48 hr, and somite fate and morphogenesis was assessed using PAX3, a somite fate marker, and F-ACTIN, a structural marker of somite formation (Figure 2A). We chose day 3 as a starting point for our systematic screen because PSM marker gene expression was more uniform compared to day 2 organoids (Figure 1B), and day 4 organoids are not significantly different from day 3 organoids based on a previous study and our own immunostaining and qPCR data (Figure 1B and C; Diaz-Cuadros et al., 2020). To quantitatively compare conditions, we developed an image analysis pipeline to determine organoid diameter and normalized average PAX3 expression intensity per organoid in an automated manner (Figure 2C and D, Figure 2—figure supplement 2B). We analyzed three organoids per condition. Strikingly, all organoids that were treated with any combination of FGF or WNT inhibitor reproducibly expressed PAX3 within 24 hr of treatment (Figure 2B and D). However, organoids that were initiated from 1000 cells displayed a higher fraction of PAX3-negative cells compared with organoids initiated from 500 cells, even though the average PAX3 expression levels across the entire organoid were comparable (Figure 2D, Figure 2—figure supplement 2A). Additional staining for SOX2, a neural marker, showed that PAX3-negative cells expressed SOX2, suggesting that our PM organoids derive from NMps (Figure 1B, Figure 2—figure supplement 2A). In addition, staining for F-ACTIN, together with nuclear expression of PAX3, more consistently revealed somite-like structures (radial arrangement of PAX3+ columnar cells with expression of apical F-ACTIN in the central cavity) in organoids made from 500 cells compared with organoids made from 1000 cells (Figure 2B, Figure 2—figure supplement 3A and B). Taken together, based on these observations, we used 500 cells as the initial cell number going forward.

**Figure 2.**
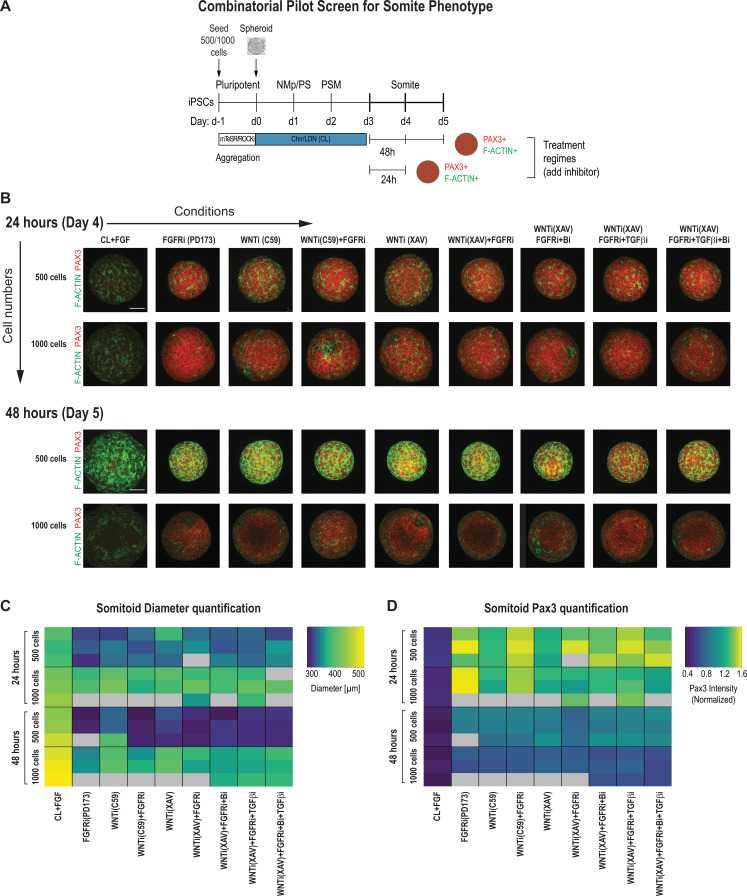
Pilot screen to optimize differentiation conditions for somite phenotype in paraxial mesoderm (PM) organoids reveals optimal initial number of cells and duration of treatment. (**A**) Schematic overview of systematic screen in PM organoids (Somitoids). Presomitic mesoderm (PSM)-stage organoids were treated on day 3 for 24 hr or 48 hr with signaling agonists/antagonists. Treated organoids were cultured in basal media with inhibitors as indicated. Control organoids were maintained in CL media with FGF added. NCRM1-derived organoids were used for the screen. (**B**) Representative immunofluorescent images of day 4 and day 5 organoids after treatment for 24 hr or 48 hr, respectively, stained for somite marker PAX3 and F-ACTIN to visualize rosette-like somite structures. Organoids generated from 1000 cells generally show a more diffuse F-ACTIN pattern compared to organoids made from 500 cells, which exhibit bright foci, consistent with somite formation. Confocal images are shown as maximum intensity z-projections. Scale bar represents 100 µm. Small-molecule inhibitors used are indicated in brackets. FGFRi, FGF receptor inhibitor (PD173074); WNTi; Wnt inhibitor (C59 or XAV939); Bi, BMP inhibitor (LDN); TGF-βi, TGF-β inhibitor (A-83-01). Representative image shown for each condition from three organoid replicates. (**C**) Automated quantification of organoid diameter for each organoid/replicate treated as indicated (see Materials and methods for details). Three organoids per condition were characterized except where indicated with gray boxes. Organoids initiated from 500 cells show a decreased diameter when treated for 48 hr compared with 24 hr. Source data is available in Figure 2—source data 1. (**D**) Automated quantification of normalized average PAX3 intensity for each organoid/replicate treated as indicated. Three organoids are shown per condition except where indicated with gray boxes. Organoids initiated from both 500 and 1000 cells show higher average normalized PAX3 levels when treated for 24 hr compared with 48 hr. Source data is available in Figure 2—source data 2. Figure 2—source data 1.Quantification of organoid diameter from primary screen. Figure 2—source data 2.Quantification of average PAX3 levels per organoid from primary screen.

**Figure 2—figure supplement 1.**
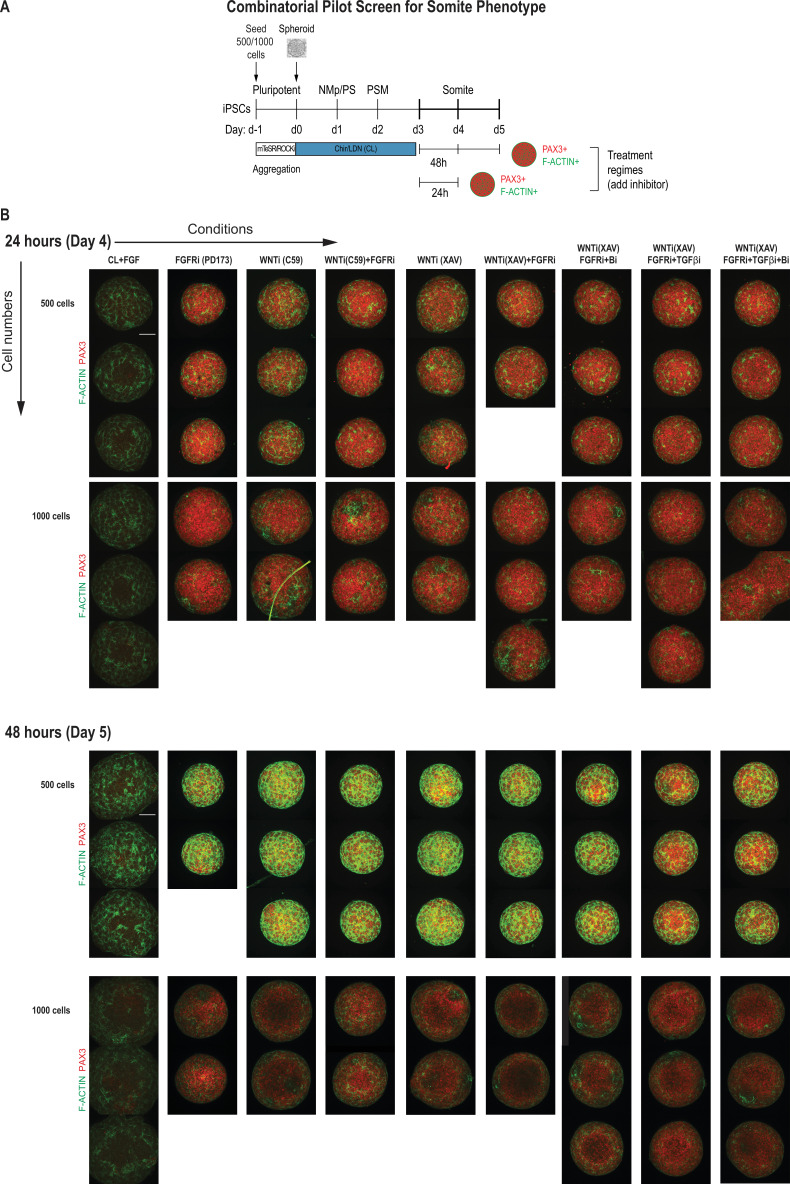
Replicate data of pilot screen for somite phenotype in human paraxial mesoderm (PM) organoids. (**A**) Schematic overview of systematic screen in PM organoids. PM-stage organoids were treated on day 3 for 24 hr and 48 hr, respectively, with signaling agonists/antagonists as indicated. Control organoids were maintained in CL media with FGF added. (**B**) Complete immunofluorescent dataset showing all replicates of day 4 and day 5 organoids after treatment immunostained for somite marker PAX3 and F-ACTIN to visualize rosette-like somite structures. Confocal images are shown as maximum intensity z-projections. Scale bar represents 100 µm. Small-molecule inhibitors used are indicated in brackets. FGFRi, FGF receptor inhibitor (PD173074); WNTi, Wnt inhibitor (C59 or XAV939); Bi, BMP inhibitor (LDN); TGF-βi, TGF-β inhibitor (A-83-01).

**Figure 2—figure supplement 2.**
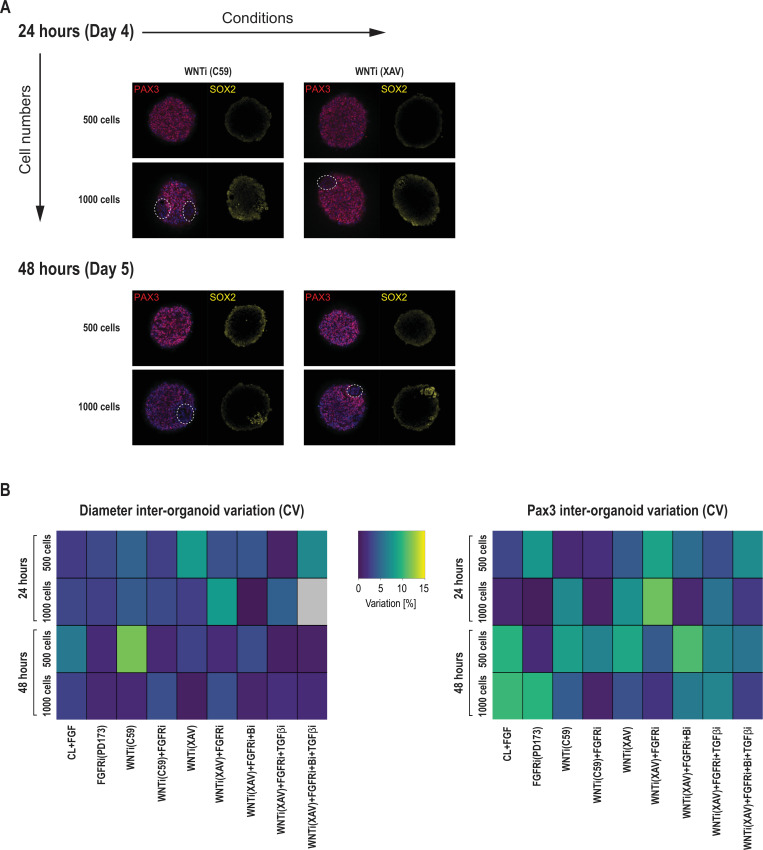
Additional immunofluorescent data and inter-organoid phenotypic variance of primary somite phenotype screen in Somitoids. (**A**) Comparison of organoids made from 500 and 1000 cells, respectively, immunostained for PAX3 (somite fate) and SOX2 (neural fate). Organoids made from 1000 cells contain patches of PAX3-negative/SOX2-positive cells (marked by dashed contours), indicating a higher degree of heterogeneity of somite fate induction. Representative images are shown from three organoid replicates. (**B**) Heatmaps of diameter and PAX3 inter-organoid variation for each treatment, expressed as coefficient of variation (CV, in percentage). CV is calculated across the two or three organoid replicates of each condition as (standard deviation/mean) * 100.

**Figure 2—figure supplement 3.**
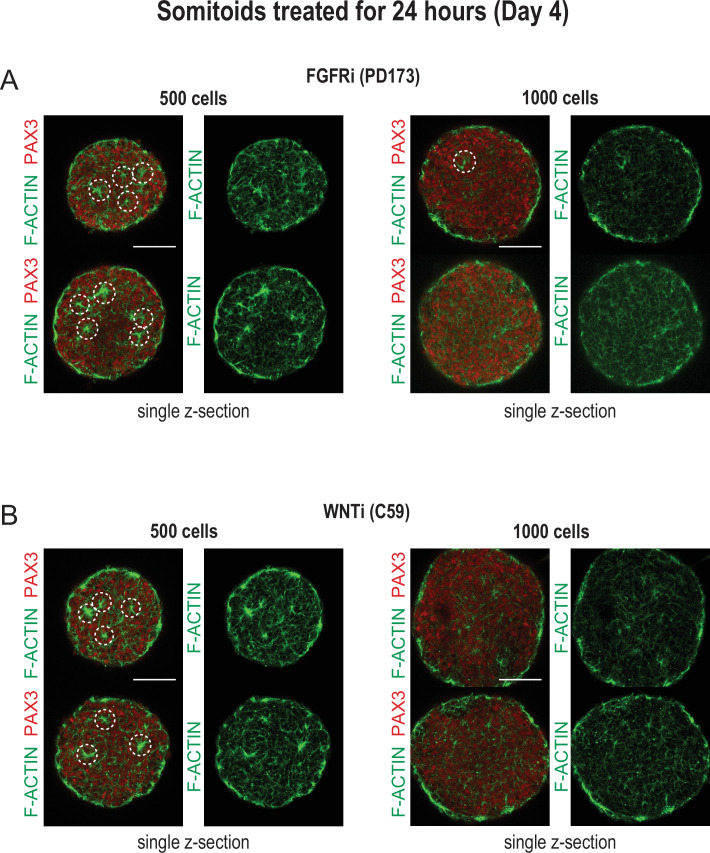
Organoids made from 500 cells more reproducibly generate somite-like structures compared to organoids made from 1000 cells. Representative single z-sections of organoids treated for 24 hr with inhibitors as indicated. Organoids were stained for PAX3 and F-ACTIN to visualize somite-like structures. Scale bar represents 100 µm. (**A**) Organoids made from 500 and 1000 cells, respectively, were treated with FGFR inhibitor PD173 for 24 hr on day 3 of the differentiation protocol. Two representative organoids are shown for each cell number. Organoids made from 500 cells consistently show more somite-like structures compared to organoids made from 1000 cells. (**B**) Organoids made from 500 and 1000 cells, respectively, were treated with WNT inhibitor C59 for 24 hr on day 3 of the differentiation protocol. Two representative organoids are shown for each cell number. Organoids made from 500 cells show more uniform expression of PAX3 and a higher number of somite-like structures compared to organoids made from 1000 cells.

Organoids that were treated for 48 hr with signaling pathway modulators showed an overall decrease of PAX3 expression compared with organoids treated for only 24 hr across replicates, indicating that prolonged signaling manipulation does not improve the somite phenotype (Figure 2D). Additionally, organoids initiated from 500 cells and then treated for 48 hr had a smaller diameter compared with organoids of the same initial cell number that were treated for only 24 hr (Figure 2C). This suggests that long-term inhibition of WNT and/or FGF, known mitogenic signaling pathways, has detrimental effects on proliferation or cell survival. These results indicate that treatment of PSM-stage organoids with pathway modulators for 24 hr is sufficient to induce somite fate.

Next, we set out to optimize the culture conditions to increase the number of somite-like structures in addition to the expression levels of the somite marker genes. We looked for morphological hallmarks of somite formation, specifically the formation of rosette-like structures consisting of radially arranged bottle-shaped PAX3+ epithelial cells with their NCAD+ apical surface facing a central cavity (Figure 3—figure supplement 1A and B, Figure 3—video 1).

We used 500-cell spheroids as an initial starting point and compared two different inhibitor doses for FGF and WNT in addition to the other pathway modulators applied to PSM-stage organoids on day 3. We characterized the organoids after treating them for 24 hr, 48 hr, and 24 hr followed by culture in basal media without any added factor for an additional 24 hr (five organoids per condition, Figure 3A). In addition to quantifying PAX3 levels (Figure 3D, Figure 3—figure supplement 2B), we also counted the number of somite-like structures per organoid (Figure 3B and E, Figure 3—figure supplement 2A and B; see Materials and methods for a description of the scoring criteria). Comparing PAX3 expression levels in our treated organoids, we observed that somite fate can be broadly induced across a range of treatment regimes, concentrations, and types of WNT and/or FGF inhibitors (Figure 3C and D, Figure 3—figure supplement 2C). However, the number of somite-like structures is not necessarily correlated with average PAX3 expression levels. For example, the numbers of somite-like structures in several conditions (FGFRi^hi^/PD173, WNTi^hi^/C59, WNT^hi^/C59+ FGFRi^lo^, WNTi^hi^/XAV) were lower in organoids treated for 24 hr followed by culture in basal media for 24 hr compared with organoids that were treated with the same inhibitors for 48 hr, even though they exhibited higher PAX3 expression levels on average (Figure 3D and E, Figure 3—figure supplement 2A). This suggests that marker gene expression alone may not be the best predictor when screening for morphologically complex phenotypes such as somite formation.

**Figure 3.**
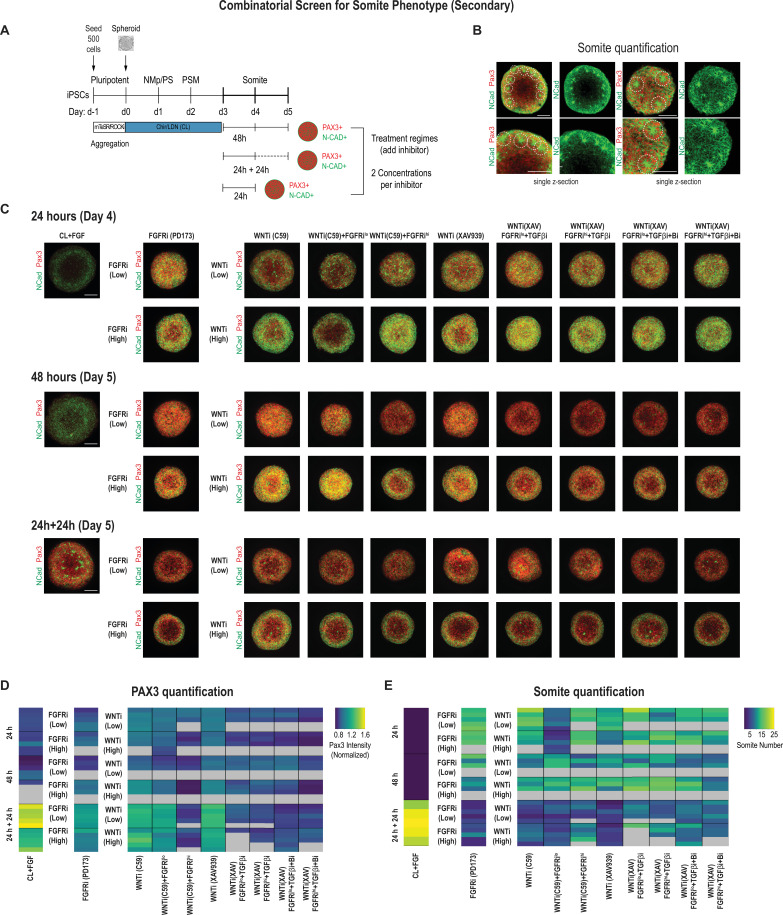
Secondary screen of paraxial mesoderm (PM) organoids identifies optimal differentiation protocol for somite formation. (**A**) Schematic overview of secondary screen in PM organoids. Presomitic mesoderm (PSM)-stage organoids were treated on day 3 for 24 hr followed by measurement, 24 hr of treatment followed by 24 hr culture in basal media (no added factors) and then measured (24 hr + 24 hr), and 48 hr of treatment followed by measurement. Treated organoids were cultured in basal media with inhibitors as indicated. WNT and FGF inhibitors were tested at two different concentrations. Control organoids were maintained in CL media with FGF added. NCRM1-derived organoids were used for the screen. (**B**) Representative immunofluorescent images of day 5 organoids stained for somite markers PAX3 and NCAD showing the rosette-like structures that were scored as somite-like structures based on expression of somite fate markers and structural features (scoring criteria detailed in Materials and methods). Images are shown as individual z-sections. (**C**) Representative immunofluorescent images of day 4 and day 5 organoids stained for somite markers PAX3 and NCAD to visualize rosette-like somite structures. Confocal images are shown as maximum intensity z-projections. Scale bar represents 100 µm. Small-molecule inhibitors used are indicated in brackets. FGFRi, FGF receptor inhibitor (PD173074); WNTi, Wnt inhibitor (C59 or XAV939); Bi, BMP inhibitor (LDN); TGF-βi, TGF-β inhibitor (A-83-01). Representative image shown for each condition from five organoid replicates. (**D**) Automated quantification of normalized average PAX3 intensity for each organoid/replicate treated as indicated (see Materials and methods for details). Five organoids are shown per condition except as indicated with gray boxes. Several inhibitor combinations with a treatment regime of 24 hr treatment followed by 24 hr cultured in basal media show highest average PAX3 levels. Source data is available in Figure 3—source data 1. (**E**) Quantification of the number of somite-like structures for each condition. Each row represents one organoid replicate. Five organoids are shown per condition except where indicated with gray boxes. Organoids that were maintained in CL media with added FGF for 24 hr followed by culture in basal media for 24 hr reproducibly exhibit the highest number of somite-like structures per organoid. Source data is available in Figure 3—source data 2. Figure 3—source data 1.Quantification of average PAX3 levels per organoid from secondary screen. Figure 3—source data 2.Quantification of somite-like structures of secondary screen.

**Figure 3—figure supplement 1.**
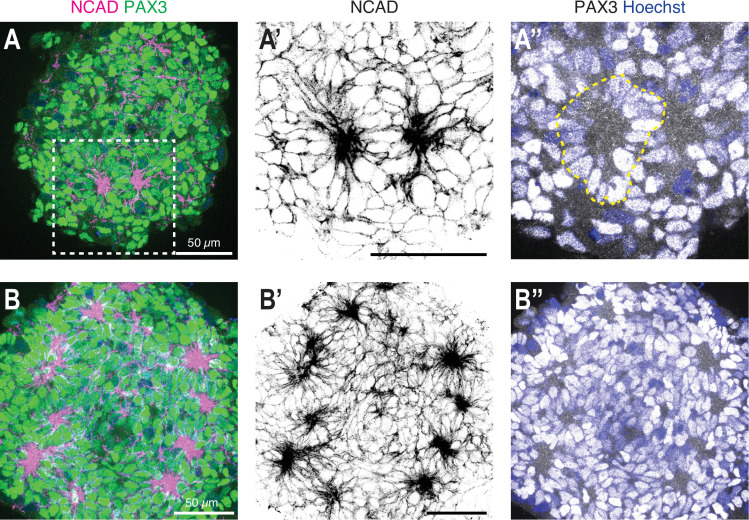
High-resolution imaging of somite-like structures in day 5 organoids. (**A**) Single z-section of a day 5 organoid treated with CL + FGF2 on day 3 to day 4, followed by culture in basal media for 24 hr (optimized protocol). Somite-like structures were visualized by immunostaining using somite markers PAX3 and NCAD. (**A’**) shows an enlargement of the dashed square indicated in (**A**) with two somite-like structures visible based on NCAD expression. (**A’’**) Merged image of the PAX3 and Hoechst (nuclear stain) channels with a dashed outline marking one of the somite-like structures. (**B**) Z-projection of a day 5 organoid treated with CL + FGF2 on day 3 to day 4, followed by culture in basal media for 24 hr (optimized protocol). Five consecutive z-sections (1 µm step size) were used to generate the projection. Somite-like structures were visualized by immunostaining using somite markers PAX3 and NCAD. Scale bars indicate 50 µm.

**Figure 3—figure supplement 2.**
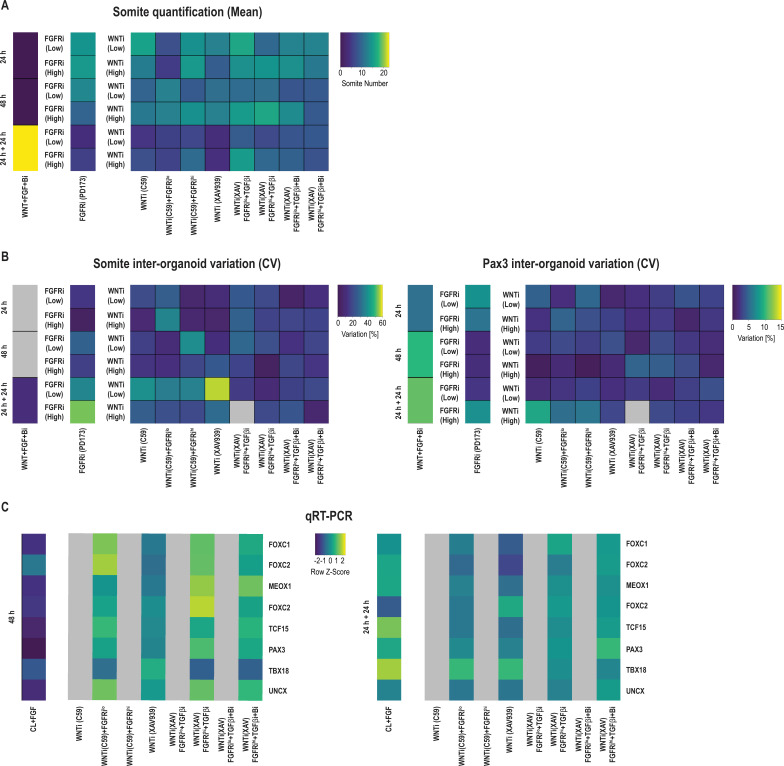
Additional qPCR data and inter-organoid phenotypic variance of secondary somite phenotype screen in Somitoids. (**A**) Quantification of the number of somite-like structures for each condition. The number of somite-like structures is shown as calculated means based on quantifying somite-like structures for 2–5 organoids per condition. (**B**) Heatmaps of somite-like structure counts and PAX3 inter-organoid variation for each treatment, expressed as coefficient of variation (CV, in percentage). CV is calculated across the 3–5 replicates of each condition as (standard deviation/mean) * 100. (**C**) qRT-PCR analysis of somite marker genes for select treatment conditions from the secondary somite phenotype screen. Expression of somite marker genes correlates well with Pax3 immunostainings from the secondary screen (see Figure 3B). Relative gene expression levels are shown as Z-scores, expressed as fold-change relative to undifferentiated induced pluripotent stem cells (iPSCs) (see Materials and methods). Source data is available in Figure 3—figure supplement 2—source data 1. Figure 3—figure supplement 2—source data 1.qPCR data of calculated expression levels of selected treatment regimes from secondary screen.

**Figure 3—figure supplement 3.**
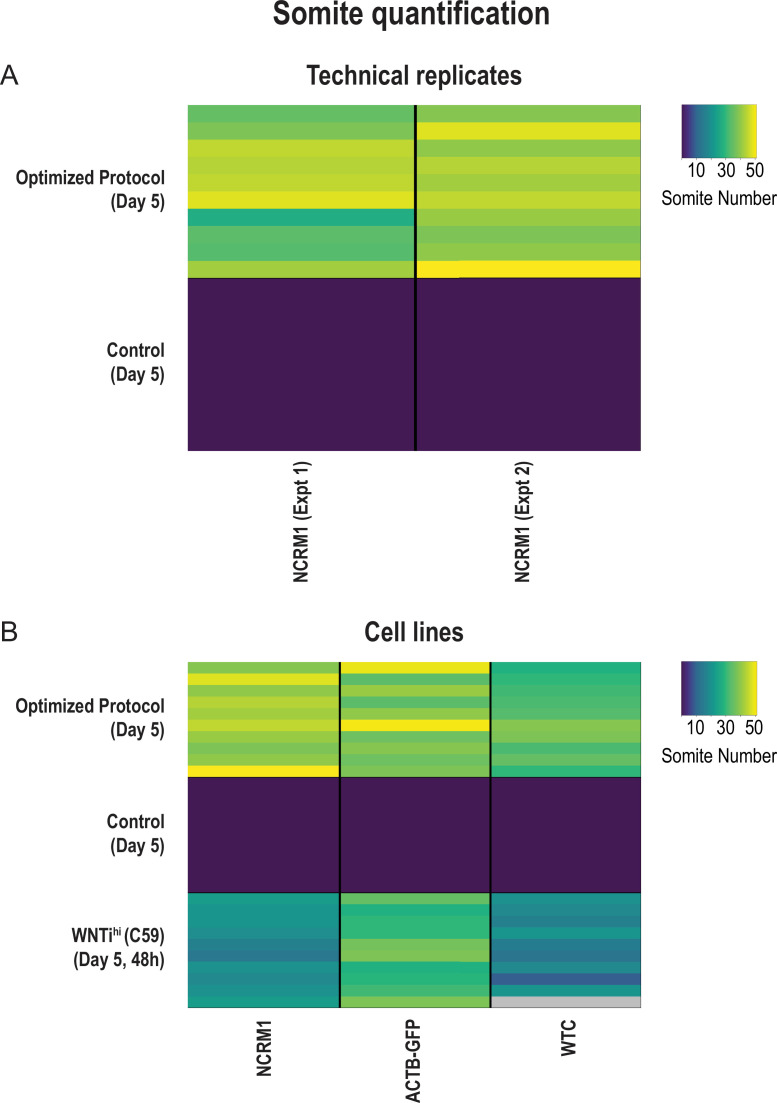
The optimized Somitoid protocol is reproducible across experiments and different cell lines. Quantification of the number of somite-like structures for each condition. Each row represents one organoid replicate. 10 organoids are shown per condition. Optimized protocol corresponds to treatment with CL + FGF2 for 24 hr followed by culture in basal media for 24 hr. Control organoids were treated with CL + FGF2 for 48 hr. (**A**) Organoids treated with the optimized protocol exhibit a robust and reproducible somite phenotype across two independent experiments (Experiment 1, average number of somite-like structures = 39 ± 8 (mean ± std); Experiment 2, average number of somite-like structures = 42 ± 4; p-val = 0.16). Source data is available in Figure 3—figure supplement 3—source data 1. (**B**) Applying the optimized protocol to multiple cell lines confirms that the observed somite phenotype is reproducible across different cell lines. Two cell lines (ACTB-GFP and WTC) were characterized in addition to our screening cell line (NCRM1). NCRM1, average number of somite-like structures = 43 ± 4 (mean ± std); ACTB-GFP, average number of somite-like structures = 40 ± 6; WTC, average number of somite-like structures = 33 ± 4. One additional experimental condition (C59^hi^, 48 hr), which scored amongst the best conditions in our secondary screen, was also tested and compared across cell lines. Although the C59 treatment (a WNT inhibitor) resulted in a higher number of somite-like structures in the ACTB-GFP cell line (average number of somite-like structures = 32 ± 4 (mean ± std)) compared with the other cell lines (NCRM1, average number of somite-like structures = 20 ± 3; WTC, average number of somite-like structures = 17 ± 4), the optimized protocol resulted in the highest number of somite-like structures in all cell lines. Source data is available in Figure 3—figure supplement 3—source data 2. Figure 3—figure supplement 3—source data 1.Quantification of somite-like structures of technical replicates using the NCRM1 cell line. Figure 3—figure supplement 3—source data 2.Quantification of somite-like structures of biological replicates using the NCRM1, ACTB-GFP, and WTC cell lines.

**Figure 3—video 1.** Confocal z-stacks of Somitoids and control organoids immunostained for PAX3 and NCAD showing *in vitro* somite-like structures.

Surprisingly, organoids that were cultured for an additional 24 hr (day 3 to day 4) in FGF, WNT pathway agonist, and BMP inhibitor, considered a treatment control, followed by culture in basal media only for another 24 hr, consistently exhibited the highest number of somite-like structures across all organoid replicates (Figure 3E, Figure 3—figure supplement 1A and B, Figure 3—figure supplement 2A and B, Figure 3—video 1) as well as technical replicates (Figure 3—figure supplement 3A). Additionally, the average PAX3 expression was among the highest of all conditions tested (Figure 3D). This suggests that simply removing FGF/WNT pathway agonists and BMP inhibitor, which maintain cells in a PSM state, is sufficient to reproducibly induce somite fate and morphological formation of somite-like structures (Figure 3—figure supplement 2A, Figure 3—figure supplement 3A). Computing the variation of the number of somite-like structures across the five organoids confirmed that this phenotype was highly reproducible (coefficient of variation = 11.1%; Figure 3—figure supplement 2B). Finally, our optimized protocol reproducibly yielded efficient induction of somite-like structures in multiple genetically independent hiPSC lines (Figure 3—figure supplement 3B). Taken together, we determined that initiating the protocol with 500 cells and treating day 3 organoids with CL + FGF for 24 hr followed by culture in basal media for an additional 24 hr yield the most robust induction of somite-like structures while minimizing variation between experiments (technical variation) and different cell lines (biological variation). This optimized differentiation protocol was therefore used for all subsequent experiments.

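Somitoids are organoids grown here from the human induced pluripotent stem cell line NCRM1. Their cells were sequenced with the 10x Genomics 3' chemistry, which tags each captured transcript with a unique molecular identifier (UMI). The authors deposited the UMI counts per gene and cell from Cell Ranger 4.0.0, aligned to GRCh38, without normalization and before their own cell filters. They cover 33694 genes, of which 26781 had at least 1 UMI in the cells kept. The cells kept had 50191753 UMIs on day 1, 90169642 on day 2, 87757714 on day 3 and 77267163 on day 5. There are no replicates, since each day is 1 library, so a difference between days is also a difference between libraries. Intervals are at 95% and cover counting error only (exact Poisson for sums of UMIs, Clopper-Pearson for shares of cells). UMIs of a gene were summed over the cells kept on a day and expressed as counts per 1000000 UMIs (CPM). For shares of cells with a UMI, each cell was first thinned at random to 5000 UMIs, which left out 421 cells on day 1, 318 on day 2, 610 on day 3 and 1068 on day 5. Gene positions are from GENCODE release 44 on GRCh38.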

To further characterize the developmental trajectory and transcriptional states of our Somitoid system, we collected 15,558 cells (after postprocessing) over the course of the optimized 5-day differentiation protocol at timepoints that capture the key transition steps (day 1, day 2, day 3, day 5) and performed scRNA-seq (Figure 4A). 

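The day 1 suspension came from 30 pooled organoids, the day 2 suspension from 15, the day 3 suspension from 8 and the day 5 suspension from 5. A barcode carries no mark of the organoid its cell came from, so the counts hold no measure of the variation between organoids of the same day.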

Multiple organoids were used to obtain the required number of cells at each timepoint (see Materials and methods). 

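The cells were clustered on sctransform residuals of 3000 variable genes, with the cell cycle scores and the mitochondrial percentage regressed out. A graph of 20 nearest neighbours was built on 40 principal components and partitioned by the Leiden algorithm. The coarsest partition with at least 4 groups was reached at a resolution of 0.02.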

We first combined all the cells across the timepoints and clustered them using the Leiden clustering algorithm (Traag et al., 2019). 

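The 2621 cells of the first group were 99.2% day 1 cells (98.7 to 99.5), and the group of 4609 cells was 96.6% day 2 cells (96.0 to 97.1). Another 5277 cells formed a group of 99.7% day 3 cells (99.5 to 99.8). The remaining 4797 cells were 88.2% day 5 cells (87.2 to 89.1). This last group also held 567 cells of earlier days, with a median of 992 UMIs per cell against 15207 for its day 5 cells.

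**Figure D1:**
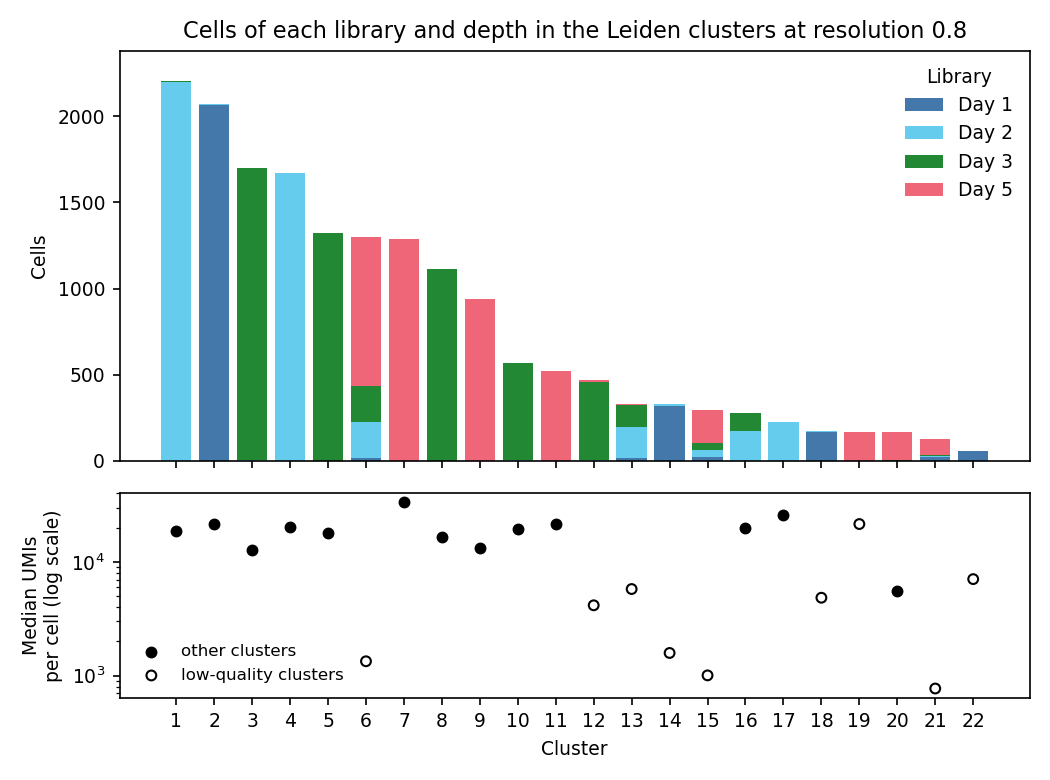
Number of cells (upper panel, bars colored by library) and median UMIs per cell (lower panel, log scale, points) for each Leiden cluster at resolution 0.8, numbered by size, with open points for low-quality clusters (few genes per cell or a high mitochondrial fraction). Cluster 6 holds cells of all 4 libraries at a median of 1337 UMIs.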

Predominantly, the four major clusters corresponded to cells from the four different timepoints. Therefore, cells at each timepoint have transcriptional states that are different compared with cells from the other timepoints. In addition, within each timepoint, cells exhibit similar transcriptional profiles as indicated by the uniformity of the expression levels of marker genes across individual cells (Figure 4E, Figure 4—figure supplements 1–3).

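At the resolution of 0.8 that the methods state, 16434 of 17304 cells (95.0%, 94.6 to 95.3) lay in a cluster led by their own day. Of these clusters, 16 drew at least 95% of their cells from 1 day, and the 6 others held 2495 cells. The share moved most when low-quality clusters were left out, to 99.1%. From the correspondence between clusters and timepoints, the paper concludes that the cells of each timepoint differ in transcriptional state from those of the others.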

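After thinning, the genes named for day 1 (SOX2, T, MIXL1 and NODAL) were found in 32.4% to 93.5% of day 1 cells, with a median of 64.9%. For the presomitic mesoderm genes TBX6, MSGN1, RSPO3, HES7, LFNG, DLL1 and DLL3 the median share was 36.6% of day 2 cells and 49.2% of day 3 cells. The somite genes TCF15, PAX3, FOXC2 and MEOX2 had a median share of 43.1% of day 5 cells. WNT3A, which was not in the set of this median, was found in 6.85% of day 2 cells and 0.753% of day 3 cells, and with it the medians were 33.6% and 38.0%. As background, the genes named for day 1 were found in 0.567% (NODAL) to 1.61% (MIXL1) of day 5 cells. On day 1, no cell had MSGN1 and 15.4% had RSPO3, the lowest and highest of the presomitic mesoderm genes, with 1.86% for TBX6 and 5.49% for DLL3. Of the somite genes, TCF15 was found in 2.7% of day 1 cells and 7.73% of day 3 cells, and PAX3 in 0.0443% of day 1 cells. Median depth before thinning was 19022 UMIs per cell on day 1, 19122 on day 2, 14678 on day 3 and 15170 on day 5. Without thinning the median share on day 2 was 72.0%, the largest move among the days. A gene whose UMIs fall evenly over all cells is still missed in some of them, and the share that even spread gives was computed from the mean number of UMIs. Each observed share was between 0.881 and 0.99 times that share, lowest for RSPO3 on day 3 (72.3% against 82.1%). The variance of the UMIs over their mean, which is 1 under even spread, ranged from 1.02 for MSGN1 on day 3 to 1.98 for MIXL1 on day 1. For genes with few UMIs per cell, such as MSGN1 with a mean of 0.0995 on day 2 and 0.0404 on day 3, both measures stay near 1 even when the spread is uneven, so they do not show that such genes are even.

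**Figure D2:**
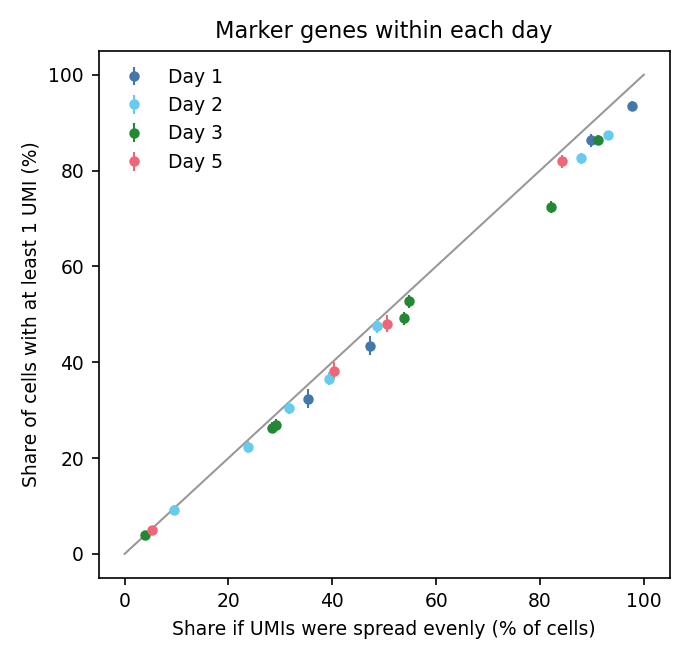
Share of cells with at least 1 UMI of a marker gene after thinning to 5000 UMIs (vertical axis, %, bars are 95% intervals) against the share that an even spread of the same UMIs gives (horizontal axis, %), 1 point per gene and day. All points lie on or just under the line of equal shares, RSPO3 on day 3 farthest from it.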

**Figure 4.**
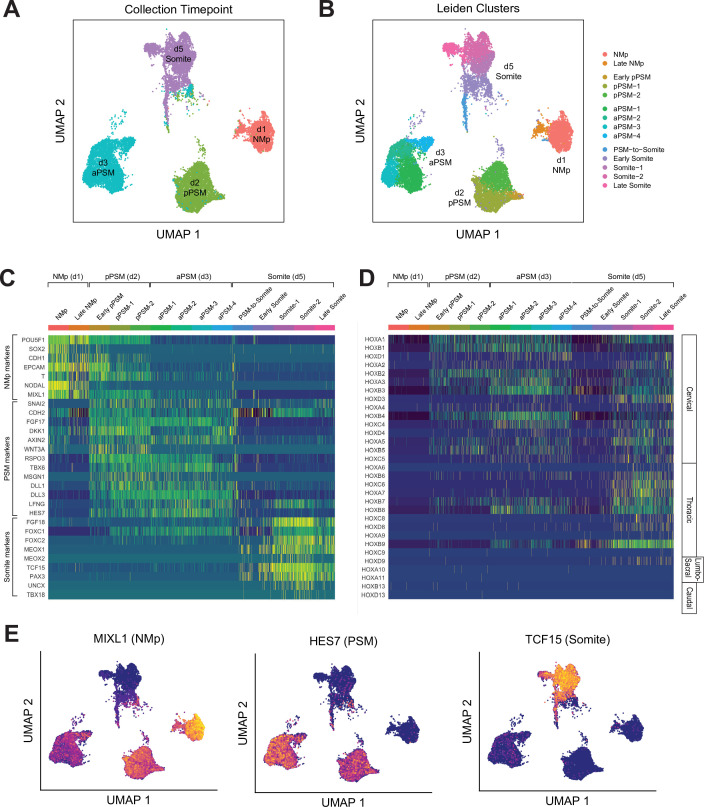
Single-cell RNA-sequencing analysis of paraxial mesoderm PM organoids (Somitoids) reveals differentiation trajectory from NMp-like cells to somite-stage PM. (**A**) Uniform Manifold Approximation and Projection (UMAP) of single-cell transcriptomes of differentiating human PM organoids, colored by collection timepoint (15,558 cells). NCRM1-derived organoids were used to collect single cells. (**B**) UMAP of human PM organoids, colored by assigned Leiden cluster identity based on marker gene expression profile (see Materials and methods). (**C**) Heatmap of selected marker genes of PM differentiation. Collection timepoint and Leiden cluster identities are indicated. Marker genes are grouped based on primary associated cell fate as indicated. (**D**) Heatmap of single-cell HOX gene expression levels. Cells are grouped by Leiden cluster identity. Hox genes are ordered by position, with anatomical positions of HOX paralogues indicated on the right. (**E**) UMAP plots overlaid with normalized transcript counts of representative cell fate marker genes.

**Figure 4—figure supplement 1.**
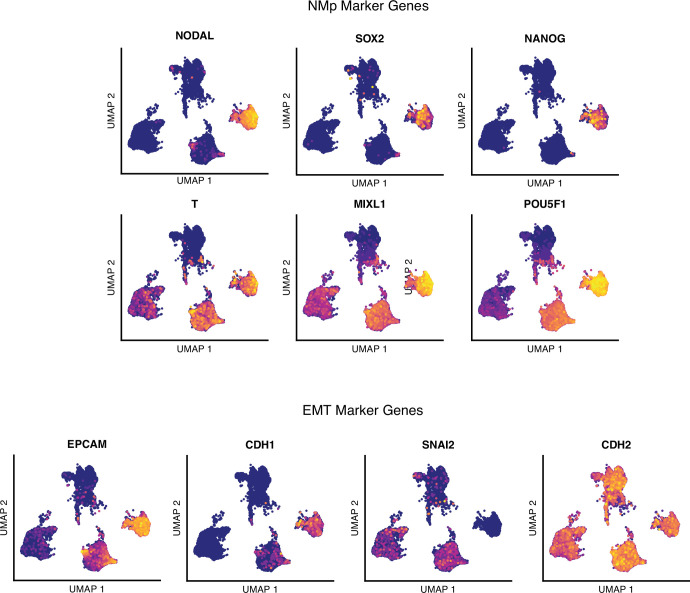
Single-cell RNA-sequencing analysis of differentiating human paraxial mesoderm (PM) organoids, neuromesodermal progenitor (NMp) marker genes. Uniform Manifold Approximation and Projection (UMAP) plots of single-cell transcriptomes of differentiating human PM organoids overlaid with normalized transcript counts of selected marker genes. EMT, epithelial-to-mesenchymal transition.

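Further genes of the pluripotent and epithelial state fell over the same days. NANOG (ENSG00000111704, chromosome 12, 7787794 to 7799146) had 65.8 CPM (63.6 to 68.1) on day 1 and 0.876 CPM on day 2. The epithelial cadherin CDH1 (ENSG00000039068, chromosome 16, 68737292 to 68835537) had 58.5 CPM (56.4 to 60.7) on day 1, 13.2 CPM on day 2 and 0.422 CPM on day 3, and 2 UMIs were left on day 5. EPCAM (ENSG00000119888, chromosome 2, 47345158 to 47387601) fell from 356 CPM on day 1 to 4.61 CPM on day 5. The mesenchymal gene SNAI2 (ENSG00000019549, chromosome 8, 48917598 to 48921740) had 0.438 CPM (0.275 to 0.664) on day 1 and peaked at 35.1 CPM (33.9 to 36.3) on day 2, while CDH2 (ENSG00000170558, chromosome 18, 27932879 to 28177946) stayed between 223 and 321 CPM.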

**Figure 4—figure supplement 2.**
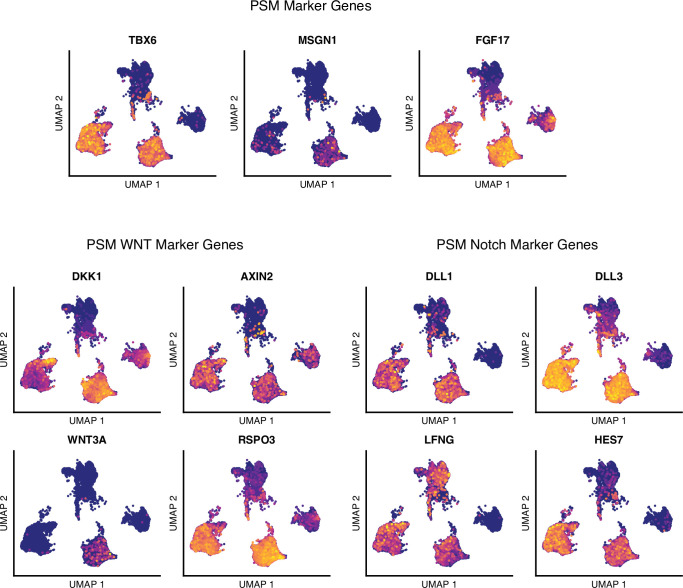
Single-cell RNA-sequencing analysis of differentiating human paraxial mesoderm (PM) organoids, presomitic mesoderm (PSM) marker genes. Uniform Manifold Approximation and Projection (UMAP) plots of single-cell transcriptomes of differentiating human PM organoids overlaid with normalized transcript counts of selected marker genes.

**Figure 4—figure supplement 3.**
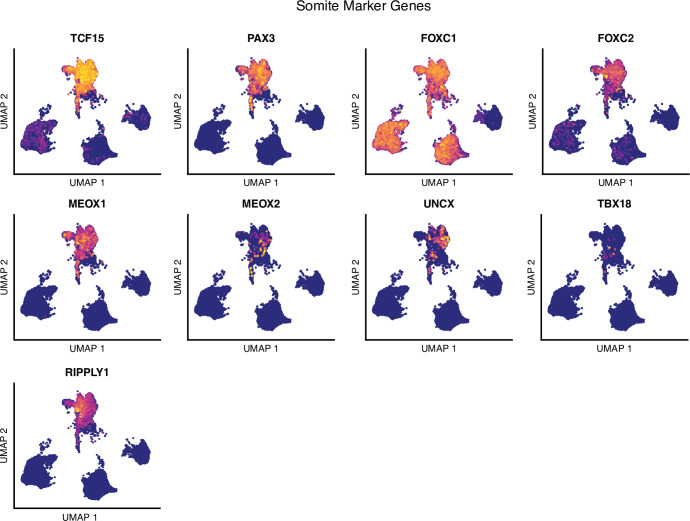
Single-cell RNA-sequencing analysis of differentiating human paraxial mesoderm (PM) organoids, somite marker genes. Uniform Manifold Approximation and Projection (UMAP) plots of single-cell transcriptomes of differentiating human PM organoids overlaid with normalized transcript counts of selected marker genes.

**Figure 4—figure supplement 4.**
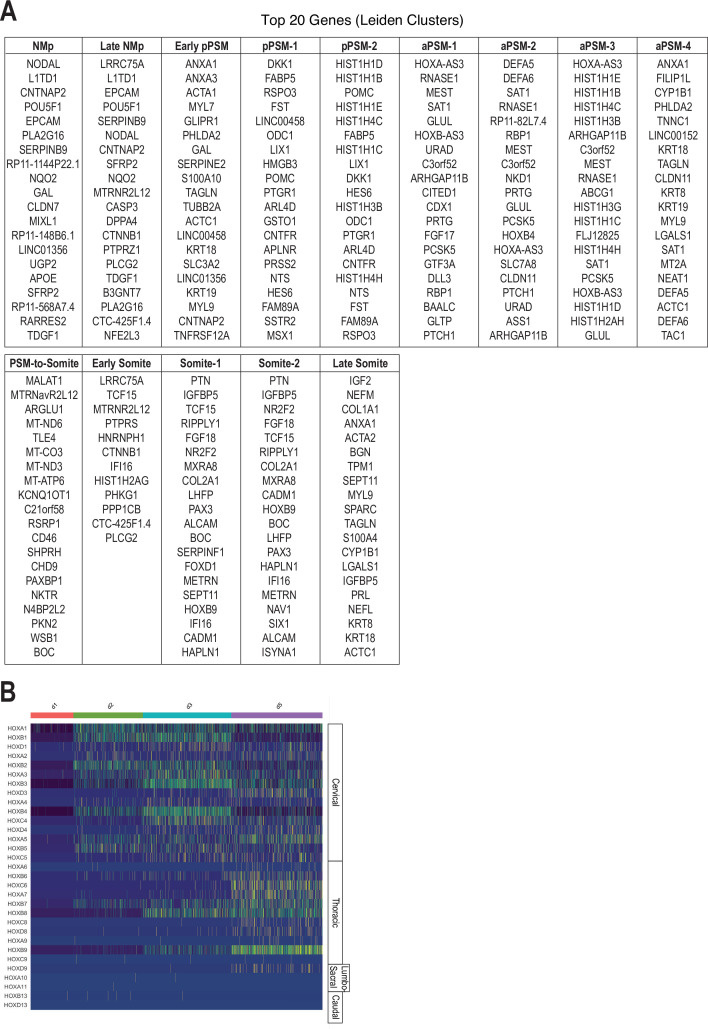
Single-cell RNA-sequencing analysis of differentiating human paraxial mesoderm (PM) organoids, cluster-based marker gene identification, and HOX gene analysis. (**A**) Top 20 positively enriched genes for identified Leiden clusters relative to all other clusters. Genes were identified by a two-sided Wilcoxon rank-sum test and are ranked by adjusted p-values based on Bonferroni correction. See Supplementary file 1, Table S1 for a complete list of identified marker genes for each cluster, adjusted p-values, and fold-change values. (**B**) Heatmap of single-cell HOX gene expression levels. Cells are grouped by collection timepoint. Hox genes are ordered by position, with anatomical positions of HOX paralogues indicated on the right.

**Figure 4—figure supplement 5.**
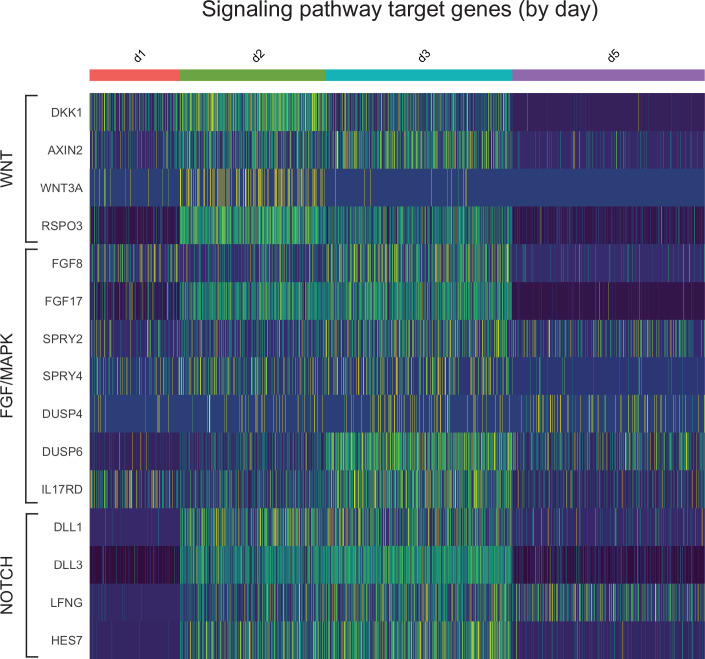
Single-cell RNA-sequencing analysis of differentiating Somitoids reveals downregulation of WNT, FGF, and NOTCH target genes in day 5 somite-like cells. Heatmap of single-cell signaling target gene expression levels. Cells are grouped by collection timepoint. Genes are grouped based on their signaling pathway, indicated on the left. Day 5 somitic cells autonomously downregulate many WNT, FGF, and NOTCH signaling target genes.

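Of 15 target genes examined for the WNT, FGF and NOTCH pathways, 14 had a lower CPM on day 5 than on day 3. The exception was DUSP4 (ENSG00000120875, chromosome 8, 29333064 to 29350684), which rose from 6.35 CPM (5.83 to 6.9) to 10.7 CPM (9.96 to 11.4). Among the NOTCH genes, HES7 fell 10.9-fold, DLL1 5.86-fold and DLL3 12.6-fold. LFNG changed least, by a ratio of 0.984, and its direction depended on the scaling. With every cell weighted alike its ratio of day 5 to day 3 was 1.12, and with mitochondrial and ribosomal protein genes left out of the total it was 1.09, so that 13 of the 15 genes fell under either scaling. Mitochondrial and ribosomal protein genes took 30.6% of the UMIs on day 3 and 37.2% on day 5, and leaving them out raises the log2 change of every other gene by 0.14.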

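SOX2 (ENSG00000181449, chromosome 3, 181711925 to 181714436) had 88.8 CPM (86.2 to 91.5) on day 1 and 2.4 CPM on day 2. The T gene (ENSG00000164458, chromosome 6, 166157656 to 166168700; current symbol TBXT) had 129 CPM (126 to 132) on day 1, 108 CPM (106 to 110.1) on day 2 and 1.23 CPM on day 5. MIXL1 (ENSG00000185155, chromosome 1, 226223618 to 226227060) fell from 769.5 CPM (762 to 777) on day 1 to 324 CPM (321 to 328) on day 2 and 2.48 CPM on day 5. NODAL (ENSG00000156574, chromosome 10, 70431936 to 70447951) fell from 466 CPM (459.6 to 472) on day 1 to 8.86 CPM on day 2. All 4 genes were highest on day 1, and this held under each other scaling and cell filter tried. SOX2 and T were found together in 12.9% of thinned day 1 cells, where independence gives 318 cells and 291 were seen, and in 0.0315% of day 5 cells. Without thinning, 1307 day 1 cells (48.8%) had both against 1173 expected.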

Cells collected on day 1 exhibited gene expression profiles similar to primitive streak or NMps, expressing genes such as SOX2, T/BRA, MIXL1, and NODAL (Figure 4C and E, Figure 4—figure supplement 1). Starting on day 2, cells expressed canonical PSM marker genes such as TBX6, MSGN1, WNT3A, RSPO3, and clock genes of the Notch signaling pathway including HES7, LFNG, DLL1, and DLL3 (Figure 4C and E, Figure 4—figure supplement 2). 

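All 8 genes were higher on day 2 than on day 1, under each scaling and cell filter tried. TBX6 (ENSG00000149922, chromosome 16, 30085793 to 30091924) rose from 4.28 to 135 CPM (133 to 137), and MSGN1 (ENSG00000151379, chromosome 2, 17816460 to 17817798) from 0.239 CPM (0.123 to 0.418) to 19.6 CPM (18.7 to 20.5). For WNT3A (ENSG00000154342, chromosome 1, 228006998 to 228061271) the rise was from 2.71 to 15.0 CPM (14.2 to 15.8), and for RSPO3 (ENSG00000146374, chromosome 6, 127118671 to 127199481) from 37.9 to 537 CPM (533 to 542). HES7 (ENSG00000179111, chromosome 17, 8120592 to 8124106) went from 3.57 to 104 CPM (102 to 106), LFNG (ENSG00000106003, chromosome 7, 2512529 to 2529177) from 1.65 to 53.3 CPM (51.8 to 54.9), DLL1 (ENSG00000198719, chromosome 6, 170282206 to 170306565) from 1.47 to 78.2 CPM (76.4 to 80.0) and DLL3 (ENSG00000090932, chromosome 19, 39498895 to 39508481) from 10.9 to 422 CPM (418 to 427). The rise was smallest for WNT3A, at 5.53-fold, and largest for MSGN1, at 81.8-fold. From day 2 to day 3, MSGN1 fell to 8.81 CPM, WNT3A to 1.95 CPM, RSPO3 to 339 CPM and DLL1 to 63.1 CPM, while TBX6, HES7, LFNG and DLL3 rose further.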

Day 5 cells expressed somite marker genes such as TCF15, PAX3, FOXC2, and MEOX2 (Figure 4C and E, Figure 4—figure supplement 3). 

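TCF15 (ENSG00000125878, chromosome 20, 604257 to 610309) had 17.1 CPM (16.2 to 18.0) on day 3 and 353 CPM (349 to 357) on day 5. PAX3 (ENSG00000135903, chromosome 2, 222199887 to 222298998) rose 359-fold, from 0.387 CPM (0.268 to 0.541) to 139 CPM (137 to 142). FOXC2 (ENSG00000176692, chromosome 16, 86566829 to 86569728) was present at 6.88 CPM on day 2 and 7.68 CPM on day 3, and reached 108 CPM (105 to 110.1) on day 5. MEOX2 (ENSG00000106511, chromosome 7, 15611212 to 15686683) had no UMI on day 3, where 3 UMIs are the floor, and 10.2 CPM (9.55 to 11.0) on day 5, so it was at least 299.8-fold higher. These 4 genes were highest on day 5 under each scaling and cell filter tried. TCF15 and PAX3 were found together in 40.8% of thinned day 5 cells and in 0.0198% of day 3 cells.

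**Figure D3:**
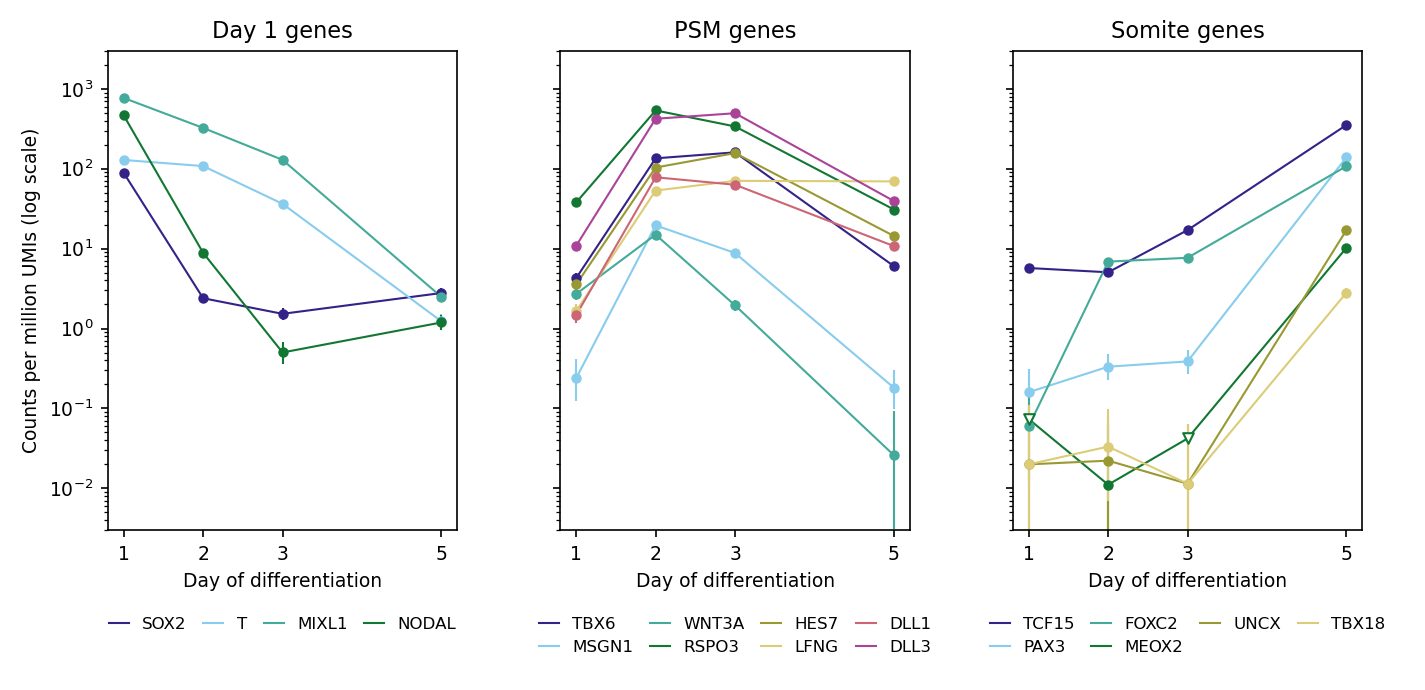
CPM (vertical axis, log scale) of day 1 genes, presomitic mesoderm (PSM) genes and somite genes against the day of differentiation (horizontal axis), with 95% counting intervals. Open triangles mark the upper limit of genes without a UMI, and PAX3 stays low until day 3 and is high on day 5.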

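UNCX (ENSG00000164853, chromosome 7, 1232872 to 1237326) had 17.1 CPM (16.1 to 18.0) on day 5 and TBX18 (ENSG00000112837, chromosome 6, 84687351 to 84764598) had 2.81 CPM (2.45 to 3.21). Each had 1 to 3 UMIs per library on days 1, 2 and 3. After thinning, UNCX was found in 7.81% of day 5 cells (6.9 to 8.8) and TBX18 in 1.29% (0.928 to 1.75). The highest share on an earlier day was 0.0443% for UNCX, on day 1, and 0.0453% for TBX18, on day 2. Before thinning, the median depth of day 5 cells was lower than that of day 1 and day 2 cells. Both shares rise with depth, to 19.7% and 4.78% without thinning. No thinned cell had both genes, where 3.2 would be expected if they were independent. Without thinning, 46 cells had both against 40.0 expected, so a separation of the 2 genes between cells was not detectable at this depth.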

Interestingly, a subset of the day 5 cells also expressed somite polarity markers, UNCX and TBX18, which suggests faithful recapitulation of somite patterning in Somitoids (Figure 4C, Figure 4—figure supplement 3). Furthermore, two of the subclusters (‘PSM-to-somite,’ ‘early somite’), which are characterized by co-expression of PSM and somite marker genes, comprised both day 3 and day 5 cells, indicating that the PSM-to-somite transition is captured in our *in vitro* system (Figure 4A and B). 

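The authors' own cluster assignments were not used here, and the subclusters they name were not looked up cell by cell. In the rebuilt clusters, 258 of 5653 day 3 cells (4.56%, 4.04 to 5.14) lay in a cluster led by day 5. Of these, 249 were in clusters 6 and 15, the 2 clusters led by day 5 that held at least 20 day 3 cells. Their day 3 cells had a median of 893 UMIs against 15029 for the other day 3 cells, and their 1064 day 5 cells had 1415 against 20138. Summed over these day 3 cells, TBX6 was at 155 CPM (117 to 200.2), TCF15 at 19.0 CPM (7.63 to 39.1), and PAX3 had no UMI. In the day 5 cells of the same clusters TBX6 was at 4.81 CPM (2.75 to 7.8), TCF15 at 401 CPM and PAX3 at 165 CPM. Both clusters met the low-quality rule, and with low-quality clusters left out 1 day 3 cell, 0.0208% of those left, lay in a cluster led by day 5.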

Interestingly, one somite subcluster (‘late somite’) was enriched for myogenic genes (MYL4/6/7/9, TROPONIN L1) and sclerotome genes (TWIST1, COL1A1, COL11A1, COL7A1, ACTA2), suggesting that these cells represent more downstream fates of somite-derived cells (Figure 4B, Figure 4—figure supplement 4A). 

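The 10 named genes, with TROPONIN L1 read as TNNI1, were left out of the clustering, while other genes that vary with them stayed in. A late somite-like cluster was recognised by its leading genes, which included 8 of 10 late somite markers that the study itself had drawn from these libraries, such as IGF2, NEFM and ANXA1. It held 494 cells, 11.6% of day 5 cells (10.7 to 12.6), and was compared with 3424 day 5 cells of 5 other somite-like clusters. All 10 genes were higher in it, under each clustering and scaling tried, and 8 were over 2 times as high. The study had named these 10 genes, like the markers, from the same libraries, so the count of 10 is not an independent test. MYL7 (ENSG00000106631, chromosome 7, 44138864 to 44141332) was at 22.4 CPM against 0.736 CPM, TNNI1 (ENSG00000159173, chromosome 1, 201403784 to 201429866) at 22.9 CPM against 0.812 CPM, and MYL4 (ENSG00000198336, chromosome 17, 47200446 to 47223679) at 49.8 CPM against 2.6 CPM. COL1A1 (ENSG00000108821, chromosome 17, 50184101 to 50201632) was at 259.6 CPM against 12.0 CPM, COL11A1 (ENSG00000060718, chromosome 1, 102876467 to 103108872) at 60.8 CPM against 4.29 CPM and ACTA2 (ENSG00000107796, chromosome 10, 88935074 to 88991339) at 129 CPM against 11.8 CPM. MYL9 was 6.18-fold and COL7A1 5.14-fold higher, and the smallest differences were 1.55-fold for MYL6 and 1.19-fold for TWIST1. Over all cells of a day, MYL7 was at 34.7 CPM on day 2, 17.8 on day 3 and 3.96 on day 5, and MYL4 at 14.0 CPM on day 3 and 9.62 on day 5, so neither gene is specific to day 5. The cluster's cells had a median of 21543 UMIs against 15459.5. The muscle regulators PAX7, MYF5, MYOD1 and MYOG had no UMI in either group of cells, whereas MYF6 had 17 UMIs in the cluster and 159 outside it, 1.48 CPM against 2.44 CPM. The sclerotome regulator PAX1 had 4 UMIs in the cluster and 89 outside it, PAX9 had 9 and 77, and NKX3-2 had 0 and 4.

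**Figure D4:**
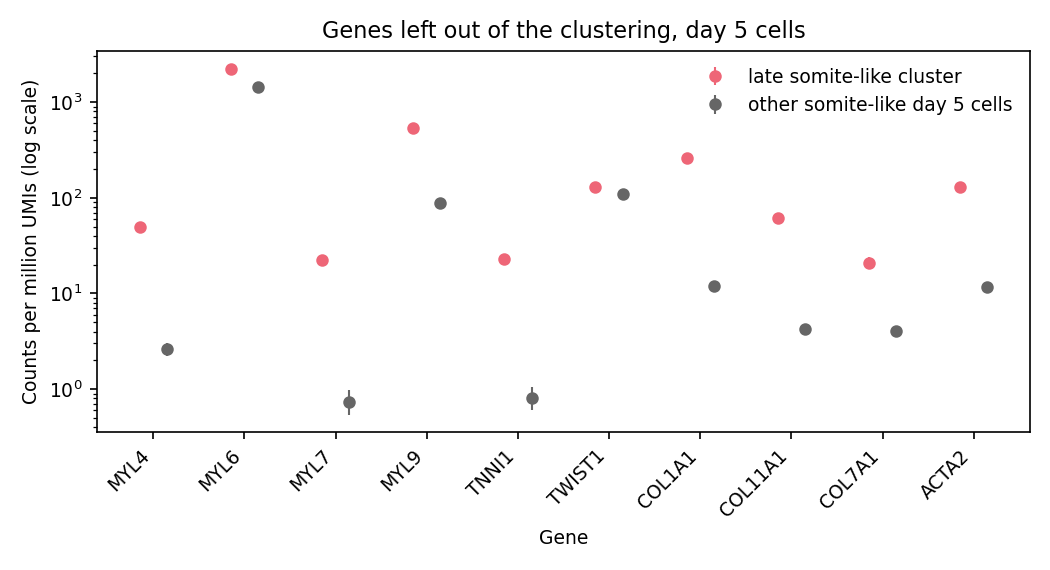
CPM (vertical axis, log scale, with 95% counting intervals) of the 10 genes left out of the clustering, in the late somite-like cluster and in the other somite-like day 5 cells. Each gene is higher in the cluster, MYL6 and TWIST1 by the smallest factors.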

Finally, we observed the expected sequential activation pattern of the HOX genes in our Somitoid system starting with HOXA1 on day 1, followed by other cervical and thoracic HOX genes on days 2–3, to HOXD9, a lumbosacral HOX gene, in the somite-stage organoids (day 5; Figure 4D, Figure 4—figure supplement 4B). 

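On day 2, 9 HOX genes had reached at least 5 CPM, 16 on day 3 and 23 on day 5. Summed over all 39 HOX genes, expression rose from 32.3 CPM on day 1 to 397, 799 and 946 CPM. HOXD9 (ENSG00000128709, chromosome 2, 176122719 to 176124937) had no UMI on day 1, 0.114 CPM on day 3 and 4.31 CPM (3.86 to 4.8) on day 5. The mean day of expression, weighted by CPM, had a median of 3.43 for paralogue groups 1 to 5 and 4.72 for groups 6 to 9. Groups 10 to 13 had a median of 1.93, from genes at or under 0.477 CPM on every day. Across the 32 genes with at least 10 UMIs, the rank correlation (Spearman's rho) of paralogue group with mean day was 0.048, and across the 26 genes with at least 100 UMIs it was 0.755. Genes are not independent replicates, so no p-value is given.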

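Further genes of paraxial mesoderm development were read in the same libraries. MEOX1 (ENSG00000005102, chromosome 17, 43640389 to 43661922) had 91.7 CPM (89.6 to 93.9) on day 5, and RIPPLY1 (ENSG00000147223, chromosome X, 106900063 to 106903341) had 235 CPM (232 to 239) after no UMI on day 3. FOXC1 (ENSG00000054598, chromosome 6, 1609915 to 1613897) was already at 152 CPM on day 2 and reached 251 CPM. FGF18 (ENSG00000156427, chromosome 5, 171419647 to 171457626) rose 13.2-fold from day 3 to day 5. Summed over day 5, genes of the determination front, where somites segment, were low apart from ALDH1A2 and RIPPLY1, which is also one of these genes. MESP2 (ENSG00000188095, chromosome 15, 89760591 to 89778754) had 3.66 CPM (3.25 to 4.12) on day 5, RIPPLY2 2.85 CPM (2.48 to 3.25) and CYP26A1 3.69 CPM (3.27 to 4.14). Of the 283 UMIs of MESP2 on day 5, 187 lay in 18 cells of cluster 9. For RIPPLY2, 107 of 220 UMIs lay in 37 cells of that cluster. MESP1 was highest on day 2, at 17.9 CPM (17.1 to 18.8), and ALDH1A2 (ENSG00000128918, chromosome 15, 57953424 to 58497866) had 84.2 CPM on day 2 and 128 CPM (126 to 131) on day 5.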

Taken together, our scRNA-seq analyses show that our Somitoid system faithfully recapitulates the gene regulatory programs of human PM development and generates mature somite-like cells, which express the full repertoire of known marker genes. Furthermore, we did not detect cells of different developmental origins, suggesting that we are generating homogeneous organoids containing only PM derivatives.

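Cells of other origins were looked for with 9 lists of marker genes, counting a cell when at least 3 genes of a list had a UMI. This held for 248 of 17304 cells (1.43%, 1.26 to 1.62), of which 220 were day 2 cells. The lateral plate and cardiac list accounted for 181 cells, the notochord list for 25, the endothelium and blood list for 16, the intermediate mesoderm list for 12, the definitive endoderm list for 10 and the neural list for 5. No cell met the neural crest, surface ectoderm or germ cell and amnion list, and at a floor of 3 cells this allows a share of up to 0.112% in day 1, the smallest library. The cells counted were deeper than the rest, with a median of 23609 UMIs against 16807. After thinning, 13 of 14887 cells (0.0873%, 0.0465 to 0.149) met a list, where independent markers give 3.32. Of the notochord cells, 76.0% lay in cluster 1, where they were 0.862% of the cells. With 2 markers in place of 3 the share was 11.9%.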

We next assessed whether our *in vitro*-derived somite-like structures show similar spatial organization and size distribution to their *in vivo* counterparts. To independently confirm some of the somite marker genes that we identified in our scRNA-seq dataset, we measured expression levels of TCF15/PARAXIS, PAX3, and F-ACTIN in day 5 Somitoids using whole-mount immunostaining (Figure 5A). Day 5 cells co-expressed both somite marker genes TCF15 and PAX3 throughout the Somitoid, and somite-like structures displayed apical localization of F-ACTIN. To determine whether *in vitro*-derived somite-like structures were similar in size to human embryonic segments, we compared them with Carnegie stage 9–11 early human somites (Figure 5B; see Materials and methods for a description of how somite sizes were quantified). Organoid-derived somite-like structures were similar in size (median area = 8892 µm^2^, interquartile range [IQR] = 7698–10682 µm^2^) to Carnegie stage 11 somites (median area = 9681 µm^2^, IQR = 8262–11493 µm^2^) but larger than earlier-stage human somites (Carnegie stage 9 somites, median area = 4399 µm^2^, IQR = 4089–4433 µm^2^; Carnegie stage 10 somites, median area = 4704 µm^2^, IQR = 4477–5343 µm^2^; see Figure 5B). Together, these results suggest that our organoid-derived somite-like structures share spatial and molecular features as well as overall size with their *in vivo* counterparts.

**Figure 5.**
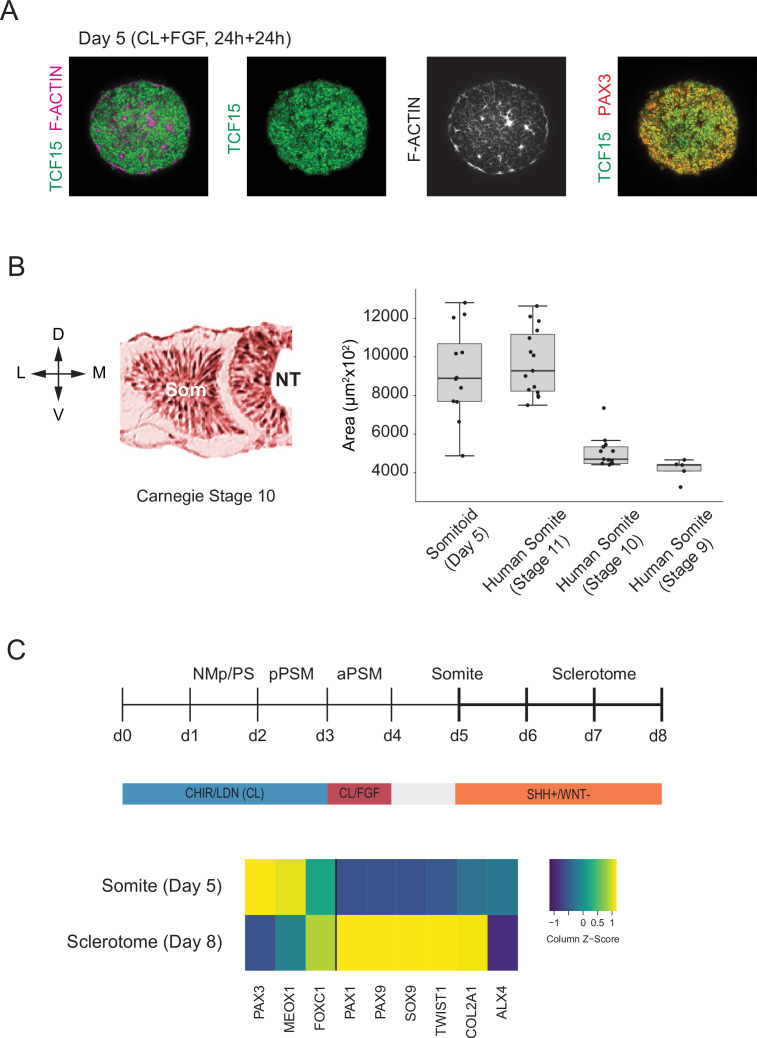
Somitoids express known somite-stage-specific marker genes and can differentiate to sclerotome fate. (**A**) Whole-mount Immunofluorescence analysis of day 5 Somitoids reveals co-expression of somite markers TCF15/PARAXIS and PAX3 and polarized rosette-like structures as indicated by F-ACTIN localization, suggesting that somite-like structures resemble *in vivo* counterparts in both a molecular and morphological manner. Representative images are shown as maximum intensity z-projections from three organoid replicates. NCRM1 human induced pluripotent stem cells (hiPSCs) were used to generate Somitoids. (**B**) Quantification of somite-like structure sizes in day 5 human Somitoids and human embryos (Carnegie stages 9–11) reveals that the median and interquartile range of *in vitro* somite-like structure sizes (calculated as area) is comparable to Carnegie stage 11 human somites *in vivo* (see Materials and methods). Boxes indicate interquartile range (25th percentile to 75th percentile). End of whiskers indicates minimum and maximum. Points indicate individual somite-like structures. Central lines represent the median. Carnegie embryo data were obtained from the Virtual Human Embryo Project (https://www.ehd.org/virtual-human-embryo). NCRM1 hiPSCs were used to generate Somitoids. Source data is available in Figure 5—source data 1. (**C**) Sclerotome differentiation of Somitoids. Day 5 Somitoids were exposed to SHH agonist and WNT inhibitors to induce sclerotome differentiation as indicated. qPCR analysis of somite and sclerotome markers reveals induction of sclerotome markers on day 8. Relative gene expression levels are shown as Z-scores, expressed as fold-change relative to undifferentiated iPSCs (see Materials and methods). NCRM1 hiPSCs were used to generate Somitoids. Source data is available in Figure 5—source data 2. Figure 5—source data 1.Comparative somite size quantification of *in vitro* somite-like structures and human somites from the Carnegie collection. Figure 5—source data 2.qPCR raw data of sclerotome differentiation.

**Figure 5—figure supplement 1.**
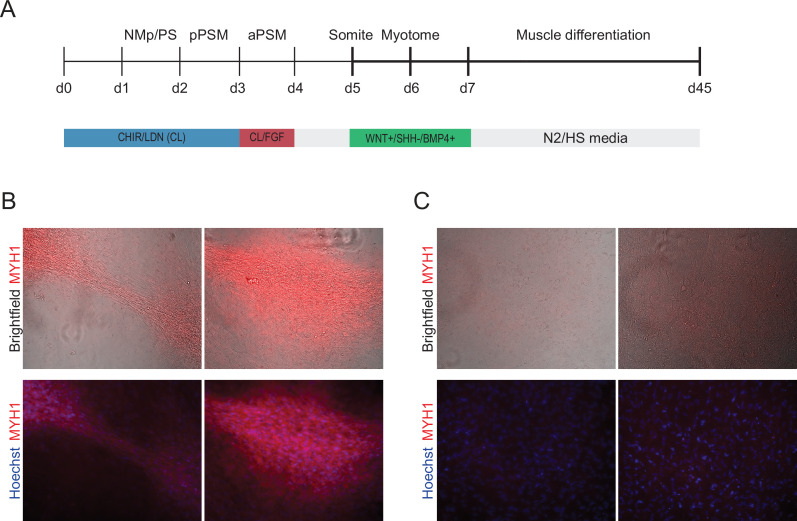
Differentiation of Somitoid-derived cells towards skeletal muscle. (**A**) Day 5 somite-stage organoids were further differentiated towards skeletal muscle. Organoids were first exposed to signaling modulators of WNT, SHH, and BMP4 for 48 hr to differentiate them to dermomyotome. Next, organoids were dissociated and further differentiated as monolayer cultures on Matrigel in muscle differentiation medium. Day 5 control organoids were cultured for an additional 48 hr in basal media (days 5–7) and not pulse-treated with WNT+/SHH-/BMP4+ prior to dissociation. Day 45 cells were stained for myosin heavy chain (MYH1), which is expressed in myocytes, myotubes, and skeletal myofibers. (**B**) Day 45 cells derived from Somitoids were fixed and stained for myosin heavy chain (MYH1) and Hoechst (nuclear stain). Somite-stage organoids (day 5) were treated with WNT+/SHH-/BMP4+ signaling modulators for 48 hr from day 5 to day 7. (**C**) Same as in (**B**) but with control cells that were not pulse-treated with WNT+/SHH-/BMP4+ signaling modulators but instead cultured in basal media from day 5 to day 7.

Finally, we assessed whether Somitoids can give rise to downstream PM derivatives of sclerotome and dermomyotome. First, we differentiated Somitoids to sclerotome by exposing day 5 organoids to SHH agonist and WNT inhibitor to mimic the signaling environment of ventral somites *in vivo* (Fan et al., 1995; Fan and Tessier-Lavigne, 1994; Loh et al., 2016). After 3 days, the organoids showed a robust induction of canonical sclerotome marker genes such as PAX1, SOX9, and COL2A1 (Figure 5C). Additionally, day 5 Somitoids were differentiated towards dermomyotome by exposing them to WNT/BMP agonists and SHH inhibitor for 48 hr followed by dissociation and culture on Matrigel as a monolayer in muscle differentiation medium (Loh et al., 2016; Matsuda et al., 2020) to further differentiate them to skeletal muscle. Immunostaining for myosin heavy chain (MYH1, a myocyte/myotube marker) confirmed that our Somitoid-derived cells can generate skeletal muscle derivatives *in vitro* (Figure 5—figure supplement 1). These data demonstrate that our *in vitro*-induced somite-like structures maintain their ability to differentiate further into somitic mesoderm derivatives of the sclerotome and dermomytome lineages.

## Discussion

Here, we reported the generation of human PM organoids from hPSCs that reproduce important features of somitogenesis not previously captured in conventional monolayer differentiation cultures, most notably formation of somite-like structures. Using a simple suspension culture that does not require manual matrix embedding, we identified optimal differentiation conditions by systematically screening initial cell numbers and modulating the signaling factors. Importantly, our culture conditions are compatible with high-throughput screening approaches. Many established organoid protocols currently have limited applications because they are not reproducible. Therefore, we set out to identify the optimal differentiation conditions that minimized the variability between organoids as quantified by automated image analysis.

One critical parameter we identified in our screens was the initial cell number used for aggregation. Our results suggest that if the initial cell number is above a certain threshold then somite fate cannot be induced in a homogeneous manner in our organoid system. This result is in line with previous findings in 3D models such as gastruloids, multi-axial self-organizing aggregates of mouse ES cells, which exhibit a higher degree of variability and multiple elongations when the number of initial cells exceeds a threshold (Beccari et al., 2018; van den Brink et al., 2014). Another important finding of our screens was that simply removing FGF, WNT pathway agonist as well as BMP inhibitor yielded the most reproducible and efficient somite-like structure-forming organoids. This treatment regime does not necessarily follow from applying prior *in vivo* and *in vitro* knowledge of somitogenesis. Previous protocols have used FGF and WNT inhibitors (Matsuda et al., 2020) or inhibition of all four candidate signaling pathways (FGF, WNT, BMP, and TGF-β) to induce somite fate (Loh et al., 2016) in monolayer cultured hiPSCs. While these conditions similarly induced somite fate marker genes in our 3D system, removal of FGF/WNT agonists and BMP inhibitor overall performed better as indicated by larger organoid diameters, higher average PAX3 expression levels, and higher number of somite-like structures. In line with these findings, our scRNA-seq analysis revealed that day 5 somite-like cells from our optimized protocol autonomously downregulate WNT target genes (DKK1, AXIN2, WNT3A, RSPO3; Figure 4—figure supplement 2) and FGF target genes (FGF8, FGF17, SPRY4, DUSP6/MKP3, SEF/IL17RD; Figure 4—figure supplement 5). 

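From day 3 to day 5, DKK1 (ENSG00000107984, chromosome 10, 52314281 to 52318042) fell from 163 CPM (161 to 166) to 3.17 CPM (2.79 to 3.59) and AXIN2 (ENSG00000168646, chromosome 17, 65528563 to 65561648) from 55.0 CPM (53.5 to 56.6) to 8.34 CPM (7.7 to 9.0). RSPO3 fell to 30.9 CPM, and WNT3A from 171 UMIs to 2. FGF8 (ENSG00000107831, chromosome 10, 101770109 to 101780371) fell 13.7-fold and FGF17 (ENSG00000158815, chromosome 8, 22042398 to 22048809) 58.3-fold. SPRY4 (ENSG00000187678, chromosome 5, 142310427 to 142326455) fell from 18.9 CPM (18.0 to 19.9) to 1.7 CPM (1.42 to 2.01) and IL17RD (ENSG00000144730, chromosome 3, 57089982 to 57170306) from 105 CPM (103 to 107) to 27.7 CPM (26.5 to 28.9). The fall was smaller for DUSP6 (ENSG00000139318, chromosome 12, 89347235 to 89352501), from 152 CPM (149 to 155) to 81.2 CPM (79.2 to 83.2), and for SPRY2, from 39.0 to 27.6 CPM.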

Finally, our screening results also suggest that focusing on marker gene induction as a phenotypic readout alone is not sufficient to optimize culture conditions of more complex organoid models such as somitogenesis.

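The qRT-PCR of Figure 1 and the single-cell libraries share 11 genes, read on days 3 and 5 in both. For 10 of them, MEOX1, MEOX2, PAX3, TCF15, FOXC1, FOXC2, HES7, MSGN1, T and TBX6, the direction of change from day 3 to day 5 was the same. LFNG was the exception: the paper's reported level relative to undifferentiated cells is 12.2 on day 3 and 14.4 on day 5, while its CPM in single cells hardly changed. The paper presents the Figure 1 organoids before its protocol was optimized and the libraries after, so treatment up to day 5 was not necessarily the same in both.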

The scRNA-seq analysis of our hPSC-derived Somitoids independently confirmed our immunostaining and qRT-PCR results and showed that all major paraxial mesodermal cell types are generated, consistent with the cell types observed during PM development. Comparing our single-cell dataset with previously published *in vitro*-generated human PM transcriptomic data of monolayer cultures (Diaz-Cuadros et al., 2020; Matsuda et al., 2020) reveals a similar pattern of activation of marker genes. Diaz-Cuadros and colleagues did not generate bona fide somitic cells as their final timepoint cell population does not express canonical somitic markers. Matsuda et al. indeed show expression of several somitic marker genes including TCF15, MEOX1, and PAX3 based on bulk RNA-seq data. Interestingly, our own analysis of day 5 somitic cells revealed multiple distinct subclusters, suggesting transcriptional heterogeneity within this population, which could have not been inferred from bulk data (Figure 4B and C, Figure 4—figure supplement 4). 

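Among the rebuilt clusters, 8 were led by day 5, and 4 of these met the low-quality rule. The 4 others were cluster 7 with 1287 cells at a median of 33511 UMIs, cluster 9 with 940 cells at 13365, cluster 11 with 520 cells at 21602 and cluster 20 with 165 cells at 5553. Clusters 7, 9 and 20 differed in depth by more than a factor of 2, so a part of depth in their split cannot be ruled out. Clusters 7 and 9 also differed in cell cycle phase, although its scores were regressed out. In cluster 7, 23.3% of cells were in G1 and 38.1% in G2M, and in cluster 9, 56.4% and 13.3%. A part of the cell cycle in their split was not tested. The clustering was not repeated on thinned cells. MESP2 differed in CPM, at 13.4 (11.6 to 15.5) in cluster 9 and 1.56 (1.21 to 1.98) in cluster 7, but was found in only 18 cells of cluster 9. UNCX was close, at 21.7 CPM (19.3 to 24.3) and 19.0 CPM (17.8 to 20.4). With log-normalized counts in place of sctransform residuals, 4 clusters were led by day 5.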

Importantly, neither of these papers report formation of somite-like structures, suggesting that transcriptional similarity alone is not sufficient to predict morphological features, in line with our screening results showing that average marker gene expression is not a good predictor of *in vitro* induction efficiency of somite-like structures (Figure 3D and E, Figure 3—figure supplement 2A–C).

While expression patterns of canonical somitic marker genes seem to be conserved in humans, it will be interesting to perform detailed gene expression analysis to identify putative human-specific genes of somite differentiation. Since our Somitoid system is reproducible, it could serve as a versatile platform to perform functional screens of human-specific or disease-relevant genes using CRISPR/Cas9 or small-molecule inhibitor libraries. Somitoids thus provide a powerful *in vitro* system for studying the regulation and dynamics of human somitogenesis, including somite formation.

One limitation of this work is that the current protocol does not produce an AP axis and therefore does not generate somite-like structures in a bilaterally symmetric fashion as in the vertebrate embryo. A similar phenotype was recently reported in mouse gastruloids grown under similar signaling conditions that were embedded in Matrigel to promote self-organization into trunk-like structures (TLS; Veenvliet et al., 2020). Chemical modulation of BMP and WNT signaling pathways in Matrigel-embedded gastruloids resulted in the formation of somite-like structures arranged like a bunch of grapes, similar to what we observed in our system. In standard culture conditions, gastruloids and TLS recapitulate the axial organization of the embryo, which is missing in our Somitoids (Beccari et al., 2018; Moris et al., 2020; Veenvliet et al., 2020). To expand the patterning and morphogenetic potential of our Somitoid system, our approach could be combined with a microfluidics setup to generate spatio-temporally controlled morphogen gradients (Manfrin et al., 2019). In summary, Somitoids provide a scalable, reproducible, and easy to manipulate platform to study molecular networks underlying the differentiation of PM, as well as the morphogenetic processes of somite formation. Furthermore, Somitoids represent a promising *in vitro* system to study congenital diseases that are linked to the human segmentation clock and somite formation, such as congenital scoliosis.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Cell line (*Homo sapiens*)	NCRM1	RUCDR Infinite Biologics	RRID:CVCL_1E71	hiPSC line
Cell line (*H. sapiens*)	ACTB-GFP	Allen Institute	AICS-0016-184; RRID:CVCL_JM16	hiPSC line
Cell line (*H. sapiens*)	WTC-11	Coriell Institute	GM25256; RRID:CVCL_Y803	hiPSC line
Antibody	Anti-CDH2/N-CADHERIN (rabbit polyclonal)	Abcam	ab18203	(1:400)
Antibody	Anti-PAX3 (mouse monoclonal)	DSHB	Pax3-c	(1:250)
Antibody	Anti-SOX2 (goat polyclonal)	R&D Systems	AF2018	(1:200)
Antibody	Anti-T/BRACHYURY (rabbit monoclonal)	Abcam	ab209665	(1:200)
Antibody	Anti-TBX6 (rabbit polyclonal)	Abcam	ab38883	(1:300)
Antibody	Anti-TCF15 (rabbit polyclonal)	Abcam	ab204045	(1:50)
Antibody	Anti-MYH1 (mouse monoclonal)	DSHB	MF20-c	(1:300)
Sequence-based reagent	RT-qPCR primers			Supplementary file 2
Chemical compound, drug	CHIR99021	Sigma	SML1046	
Chemical compound, drug	LDN193189	Stemgent	04-0074	
Chemical compound, drug	Y-27362 dihydrochloride	Tocris	1254	

### hiPSC culture and 3D differentiation

hiPSCs were maintained on Matrigel-coated plates (Corning, Cat# 354277) in mTeSR1 media (Stem Cell Technologies, 85870) using maintenance procedures developed by the Allen Institute for Cell Science (https://www.coriell.org/1/AllenCellCollection). NCRM1 iPSCs were obtained from RUCDR Infinite Biologics, ACTB-GFP (cell line ID: AICS-0016 cl.184) fluorescent reporter iPSC line was obtained from the Allen Institute for Cell Science, and the WTC-11 (GM25256) cell line was obtained from the Coriell Institute for Medical Research. All cell lines were tested for mycoplasma contamination. We verified cell line identity by immunostaining for pluripotency markers POU5F1 and SOX2.

For generation of PM organoids, 500 dissociated iPSCs resuspended in mTeSR1 media containing 10 µM Y-27362 dihydrochloride (ROCKi; Tocris Bioscience, Cat# 1254) and 0.05% PVA were dispensed into 96-well U-bottom non-adherent suspension culture plates (Greiner Bio-One, 650185) and allowed to aggregate for 24 hr. To induce PM differentiation, 24-hr-old pluripotent spheroids were subjected to CL media consisting of RHB Basal media (Takara/Clontech, Cat# Y40000), 5% KSR (Thermo Fisher Scientific, Cat# 10828028) with 10 µM CHIR99021 (Sigma-Aldrich, Cat# SML1046), 0.5 μM LDN193189 (Stemgent, Cat# 04-0074), and 5 µM ROCKi for the first 24 hr. Organoids were cultured in CL media without ROCKi from 24 to 72 hr of differentiation. On day 3 (72–120 hr), CL media was supplemented with 20 ng/ml FGF2 (PeproTech, Cat# 450-33). On day 4, organoids were cultured in basal media only, without the addition of signaling factors.

### Human sclerotome and dermomyotome differentiation

To further differentiate Somitoids towards sclerotome fate, day 5 somite-stage organoids were treated with 5 nM of Shh agonist SAG 21k (Tocris, Cat# 5282) and 1 µM of Wnt inhibitor C59 for 3 days as previously described (Loh et al., 2016). Organoids were subsequently differentiated towards cartilage by culturing them in the presence of 20 ng/ml BMP4 (R&D Systems, Cat# 314 BP-010) for 6 days.

To differentiate Somitoids towards dermomyotome, day 5 somite-stage organoids were treated with CHIR99021 (3 µM), GDC0449 (150 nM), and BMP4 (50 ng/ml) for 48 hr as described previously (Loh et al., 2016; Matsuda et al., 2020).

### *In vitro* skeletal muscle differentiation

Day 7 organoids differentiated towards dermomyotome fate were dissociated with Accutase, resuspended in muscle induction medium containing ROCK inhibitor Y27632 and seeded (1.5–2.5 × 10^5^ cells per well) onto Matrigel-coated 12-well plates. To induce human skeletal muscle cells, we used an N2/horse-serum-containing induction medium as previously described (Matsuda et al., 2020). In brief, DMEM/F12 containing GlutaMAX (Thermo Fisher Scientific, Cat# 10565018), 1% insulin-transferrin-selenium (Thermo Fisher Scientific, Cat# 41400045), 1% N-2 Supplement (Thermo Fisher Scientific, Cat# 17502-048), 0.2 penicillin/streptomycin (Sigma-Aldrich, Cat# P4333-100ML), and 2% horse serum (Sigma-Aldrich, Cat# H1270-100ML). Medium was changed every other day. Day 45 cells were fixed in 4% PFA and immunostained for myosin heavy chain (DSHB, MF20-c, 1:300).

### Small-molecule inhibitor screens

For the systematic small-molecular inhibitor screen, PM organoids were generated and differentiated until day 3 (PSM) of our protocol. On day 3, media was replaced with fresh media containing combinations of small-molecule inhibitors targeting the FGF, WNT, BMP, and TGF-β signaling pathways at indicated concentrations. For targeting the WNT pathway, we used C59 (Tocris, Cat# 5148), XAV939 (Tocris, Cat# 3748), and CHIR99021 (Sigma-Aldrich, Cat# SML1046). For inhibiting the FGF pathway, we used PD173074 (Sigma-Aldrich, Cat# P2499). For inhibiting the BMP pathway, we used LDN193189 (Stemgent, Cat# 04-0074). For inhibition of the TGF-β pathway, we used A-83-01 (Tocris, Cat# 2939). Media was changed daily. We analyzed three replicates per condition in the primary screen and five replicates per condition in the secondary screen.

### Immunostaining

For organoid whole-mount immunostaining, organoids were collected in cold PBS and fixed in 4% paraformaldehyde for 1–2 hr depending on size/stage. Organoids were washed in PBS and PBSFT (PBS, 0.2% Triton X-100, 10% FBS), and blocked in PBSFT + 3% normal donkey serum. Primary antibody incubation was performed in the blocking buffer overnight at 4°C on a rocking platform. After extensive washes in PBSFT, secondary antibody incubation (1:500, all secondary antibodies were raised in donkey) was performed overnight in PBSFT. Organoids were washed first in PBSFT and, for the final washes, were transferred to PBT (PBS, 0.2% Triton X-100, 0.2% BSA), followed by 50% glycerol in PBT and 70% glycerol in PBT prior to mounting. Hoechst (1:2000) was added to the last PBSFT wash. A list of primary antibodies is provided in Table S1.

### Confocal and time-lapse microscopy

All whole-mount immunostaining images were collected with a Nikon A1R point scanning confocal with spectral detection and resonant scanner on a Nikon Ti-E inverted microscope equipped with a Plan Apo VC ×20 objective (NA 0.75). Alexa-488, Alexa-594, Alexa-647 fluorophores coupled to secondary antibodies were excited with the 488 nm, 561 nm, and 647 nm laser lines from a Spectral Applied Research LMM-5 laser merge module with solid-state lasers (selected with an AOTF) and collected with a 405/488/561/647 quad dichroic mirror (Chroma). For time-lapse experiments, images were acquired with a Yokagawa CSU-X1 spinning disk confocal on a Nikon Ti inverted microscope equipped with a Plan Apo ×20 objective (NA 0.75) and a Hamamatsu Flash4.0 V3 sCMOS camera. Samples were grown on six-well glass-bottom multiwell plates with no. 1.5 glass (Cellvis, Cat# P06-1.5H-N) and mounted in a OkoLab 37°C, 5% CO_2_ cage microscope incubator warmed to 37°C. Images were collected every 15 min using an exposure time of 800 ms. At each timepoint, 30 z-series optical sections were collected with a step size of 2 µm. Multiple-stage positions were collected using a Prior Proscan II motorized stage. Z-series are displayed as maximum z-projections, and gamma, brightness, and contrast were adjusted (identically for compared image sets) using Fiji/ImageJ (Schindelin et al., 2012; https://imagej.net/Fiji).

### Automated image segmentation and analysis

Automated image analysis, including background denoising, segmentation, and feature extraction, was done using ImageJ/Fiji macro language run in batch mode to process the entire screen dataset. First, binary masks were generated from the Hoechst (nuclear stain) channel by denoising the image (Gaussian blur, sigma = 5) followed by applying Li’s Minimum Cross Entropy thresholding method (Li and Tam, 1998) and refining binary masks through several rounds of erosion/dilation steps. Next, binary masks were converted to selections and added to the region of interest (ROI) Manager. Finally, ROIs were used to perform diameter measurements of organoids. For Pax3 measurements, Hoechst and Pax3 channels were first denoised using a Gaussian blur filter (sigma = 10) and then used to create a normalized Pax3 image by dividing the Pax3 channel with the Hoechst channel. Next, ROIs based on Hoechst binary masks were applied to the Pax3 normalized image to extract fluorescence intensity measurements for each z-slice. Finally, mean Pax3 intensity values for each organoid were calculated and compared.

### Quantification of per organoid number of somite-like structures for secondary screen

For the primary and secondary screens, images were acquired on a Nikon A1R point scanning confocal microscope. For each organoid, 66 z-series optical sections were collected with a step size of 2 µm. Quantification of somite-like structures for the secondary screen was done by blinded manual scoring, considering the following criteria:

1. Nuclear expression of somitic marker PAX3.
2. Accumulation of NCAD around a central cavity.
3. Radial arrangement of PAX3+ columnar cells around the central cavity (rosette-like structure).

### Quantification of organoid and human somite sizes

Carnegie stage 9–11 human embryonic somite data was obtained from the Virtual Human Embryo Project (https://www.ehd.org/virtual-human-embryo/). Somite sizes of human embryos were measured using the Ruler Tool on the Virtual Human Embryo website along the mediolateral and dorsoventral axis of the embryo. The slice with the largest diameter of each somite was used for measurements. Sizes of somite-like structures of day 5 organoids were measured along the X and Y axes of the image since, unlike in the embryo, they do not exhibit morphological anisotropies. Somite areas were approximated by using the two diameter measurements from each somite-like structure to calculate the area of the resulting rectangle.

### RNA extraction, reverse transcription, and qPCR

Organoids were harvested in Trizol (Life Technologies, Cat# 15596-018), followed by precipitation with chloroform and ethanol and transfer onto PureLink RNA Micro Kit columns (Thermo Fisher, Cat# 12183016) according to the manufacturer’s protocol, including on-column DNase treatment. A volume of 22 µl RNase-free water was used for elution, and RNA concentration was measured with a Qubit Fluorometer. Typically, between 0.2 and 1 µg of RNA was reverse transcribed using Superscript III First Strand Synthesis kit (Life Technologies, Cat# 18080-051) and oligo-dT primers to generate cDNA libraries.

For real-time quantitative PCR, cDNA was diluted 1:30-1:50 in water and qPCR was performed using the iTaq Universal SYBR Green kit (Bio-Rad, Cat# 1725124). Each gene-specific primer and sample mix was run in triple replicates. Each 10 µl reaction contained 5 µl 2X SYBR Green Master Mix, 0.4 µl of 10 µM primer stock (1:1 mix of forward and reverse primers), and 4.6 µl of diluted cDNA. qPCR plates were run on a Roche LightCycler 480 Real-Time PCR system with the following cycling parameters: initial denaturation step (95°C for 1 min), 40 cycles of amplification and SYBR green signal detection (denaturation at 95°C for 5 s, annealing/extension and plate read at 60°C for 40 s), followed by final rounds of gradient annealing from 65 to 95°C to generate dissociation curves. Primer sequences are listed in Supplementary file 2, Table S2. All unpublished primers were validated by checking for specificity (single peak in melting curve) and linearity of amplification (serially diluted cDNA samples). For relative gene expression analysis, the ΔΔCt method was implemented using the R package ‘pcr’ (https://cran.r-project.org/web/packages/pcr/). PP1A was used as the housekeeping gene in all cases. Target gene expression is expressed as fold-change relative to undifferentiated iPSCs.

### Preparation of single-cell suspensions for scRNA-seq

Cell dissociation protocols were optimized to achieve single-cell suspensions with >90% viable cells and low number of doublets.

Organoids collected at days 1, 2, 3, and 5 of our differentiation protocol were pooled in prewarmed PBS, transferred to prewarmed Accutase, and incubated for 5–7 min at 37°C. For day 1 organoid cell suspension, 30 organoids were pooled. For day 2 organoid cell suspension, 15 organoids were pooled. For day 3 cell suspension, eight organoids were pooled. For day 5 cell suspension, five organoids were pooled. Organoids were briefly rinsed in PBS, then transferred to 500 µl PBS/0.05% BSA and carefully triturated to generate a single-cell suspension. Cell suspension was run through a cell strainer (Falcon, Cat# 352235) and transferred to a 1.5 ml tube. Cells were spun down at 250 × *g* for 3 min at 4°C. Cell pellet was resuspended in 25 µl PBS/0.05% BSA, cell concentration and viability were measured using an automated cell counter, and cell suspension was further diluted as appropriate to reach the optimal range for 10× (700–1200 cells per µl). Cells were subjected to scRNA-seq (10X Genomics, Chromium Single Cell 3’ v3) aiming for the following target cell numbers: day 1, 3000 cells; day 2, 4000 cells; day 3, 5000 cells; day 5, 6000 cells. Estimated actual cell numbers collected were day 1, 2930 cells; day 2, 4977 cells; day 3, 5968 cells; day 5, 4841 cells. 

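The deposited matrices held the same numbers of barcodes, 18716 in all, with at least 500 UMIs per barcode. Median UMIs per barcode were 17861 on day 1, 18770 on day 2, 14181 on day 3 and 13168 on day 5.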

Single-cell libraries were generated using standard protocols. Libraries were sequenced together on a NovaSeq 6000 system resulting in 800 million reads.

### Analysis of scRNA-seq data

Statistics and plots were generated using R version 4.0.2 ‘Taking Off Again’ and Seurat version 3.0 (Stuart et al., 2019).

### QC analysis/processing of scRNA-seq data

Cell Ranger pipeline (10X Genomics, version 4.0.0) was used to demultiplex the raw base call files, generate FASTQ files, perform the alignment against the human reference genome (GRCh38 1.2.0), and generate the count matrices.

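With a minimum of 500 UMIs, a minimum of 200 genes, a mitochondrial fraction of at most 0.2 and a complexity score of at least 0.8, 1412 barcodes were left out. Of these, 1389 were over the mitochondrial threshold and 68 under the complexity threshold. The cells kept were 2678 on day 1, 4729 on day 2, 5653 on day 3 and 4244 on day 5. Their median numbers of genes were 4193, 4420, 4000 and 3795. The share of a library kept was lowest on day 5, at 87.7%.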

For the initial QC, we determined the following thresholds for filtering out low-quality cells: UMI counts less than 500, gene counts less than 200, mitochondrial fraction above 0.2, and a complexity score of less than 0.8 (calculated as log10 (genes)/log10 (UMIs)).

### Low-dimensional embedding and clustering

After QC filtering, we normalized our dataset using the sctransform (Hafemeister and Satija, 2019) framework, which is part of the Seurat package. To regress out confounding variation in our dataset, we performed cell cycle scoring and determined mitochondrial mapping percentage using standard workflows. Next, we performed principal component analysis and determined the K-nearest neighbor graph using the first 40 principal components. We then applied the Leiden clustering algorithm using a parameter range from 0.1 to 1.0 to determine the best resolution/number of clusters, which reflected biological differences (FindClusters, resolution = 0.1–1.0). Clusters were visualized on a Uniform Manifold Approximation and Projection (UMAP) embedding (RunUMAP, dims = 1:40). To determine optimal resolution for clustering and assign cell types for each cluster, we visualized sets of known marker genes for each predicted cell type on UMAP plots. Prior to marker gene identification and final assignments of cluster identities, we also checked additional quality control metrics (UMI count, gene count, mitochondrial gene ratio) to exclude low-quality clusters from downstream analyses. 

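The number of Leiden clusters in the rebuilt graph was 19 at a resolution of 0.5, 22 at 0.8 with either of 2 random seeds, and 25 at 1.0. At 0.8, 20 principal components or no regression gave 23, and log normalization gave 19.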

Through iterative analysis, we determined Leiden clustering with resolution = 0.8, resulting in 22 clusters, to best capture biological variation of the dataset. Using a combination of quality control metrics and unbiased marker gene identification for each cluster (see below), we excluded seven smaller low-quality clusters (as determined by QC metrics and/or expression of stress signature genes) from further downstream analysis (15 clusters after filtering).

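In the rebuilt clustering, a cluster was called low-quality when its median of genes per cell was under 0.5 of, or its median mitochondrial fraction over 2 times, that of its leading library. This applied to 9 clusters with 3237 cells, and left 13 clusters with 14067 cells. The cells left out were 22.9% of day 1 cells, 9.56% of day 2 cells, 14.9% of day 3 cells and 31.4% of day 5 cells.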

### Identification of differentially expressed genes

Marker genes for every cluster were identified by a two-sided Wilcoxon rank-sum test comparing cells from each cluster to all other cells in the combined dataset. Genes were considered differentially expressed if the log2 fold-change average expression in the cluster is equal to or greater than 0.25 relative to the average expression in all other clusters combined, and the adjusted p-value<0.05. Multiple comparison correction was performed using the Bonferroni method. Identified marker genes for the top 20 differentially expressed transcripts are listed in Figure 4—figure supplement 4A. The full list of differentially expressed genes, ranked by adjusted p-values and associated fold-changes, is provided in Supplementary file 1, Table S1.

## Data Availability

Sequencing data has been deposited in GEO under accession code GSE194214; All data used to generate the figures are included in the manuscript as Source Data files. The following dataset was generated: ChristophB ShichenL SahandH 2021Paraxial mesoderm organoids model development of human somitesNCBI Gene Expression OmnibusGSE194214

How the deposited data were processed for this re-analysis (not part of the article)

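Human induced pluripotent stem cells of the line NCRM1 were differentiated into Somitoids, and cells pooled from several organoids were sequenced on days 1, 2, 3 and 5, with 1 library per day. The authors made 1 matrix per library with Cell Ranger 4.0.0 (10x Chromium 3' version 3 chemistry, reference GRCh38 1.2.0). The deposited values are UMI counts per gene and cell barcode, without normalization. The number of barcodes per library equals the cell number given in the methods, so the study's own cell and cluster filters are not applied in them. The values were checked to be whole numbers, with totals that differ between libraries. The authors' own cluster assignments were not used here, and every cluster reported was rebuilt from the counts.

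Barcodes were kept by the 4 thresholds the methods state: at least 500 UMIs, at least 200 genes, a mitochondrial fraction of at most 0.2 and a complexity score (log10 of genes over log10 of UMIs) of at least 0.8. Doublets were scored in each library with Scrublet in scanpy 1.11.5. It marked 6 of the kept cells, under the 0.5% that would show it had worked, so no cells were left out as doublets. Instead, the cells with the highest scores were left out as an alternative, at a rate of 0.8% per 1000 barcodes, chosen after the Scrublet calls had been seen.

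Counts were normalized with sctransform 0.4.2 in Seurat 5.3.0 (R 4.3.3, Matrix 1.6.5), with 3000 variable genes, a residual model fitted on 5000 cells, and the S score, the G2M score and the mitochondrial percentage regressed out. Principal components were rounded to 3 decimals. From the first 40, a graph of 20 nearest neighbours was built, weighted by the share of neighbours in common and without weights under 1/15. It was partitioned with leidenalg 0.10.2 and igraph 0.11.9 at a resolution of 0.8, and at resolutions from 0.01 to 0.1 for the major groups. Clusters are numbered by size. A cluster was called somite-like where at least 3 somite markers were at 2-fold or more in it against all other cells, with 10 CPM added to both, and more of them than of any other list. A cluster under 1/3 of the median depth of its leading day also needed a marker among its 10 leading genes. This rule was set after the data had been seen. For the late somite genes the clustering was repeated without the 10 genes tested, and the late somite-like cluster is the cluster led by day 5 with the most late somite markers among its 20 leading genes.

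UMIs of a gene were summed over the kept cells of a day and given as counts per 1000000 deposited UMIs of those cells (CPM), with exact Poisson intervals. Shares of cells are given in percent of the deposited barcodes that were kept, with Clopper-Pearson intervals, after each cell had been thinned to 5000 UMIs with a fixed seed. Cells under 5000 UMIs were left out of such shares. Intervals are at 95%. A ratio to a day without a UMI was taken against a floor of 3 UMIs in that library. Position between day 3 and day 5 was measured on an axis of genes with at least 100 CPM that differ by a log2 ratio of at least 1.0 between the other cells of these days, after 10 CPM had been added, where the day 3 cells are at 0 and the day 5 cells at 1. Since each day is 1 library, no test between days was made and no p-value is given. Calculations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and plots matplotlib 3.10.9.

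The genes reported by name are those the paper names for a day, cluster or pathway, the HOX genes as a family, and lists of markers. The result for 1 gene that the paper names is not reported here. The lists were written before the data were seen, apart from that of the metallothionein genes and that of the 7 muscle and sclerotome regulators. Outside those the paper's text names or that were taken from its figures and source data, the gene with the largest rise and the gene with the largest fall at each step were taken among genes with at least 100 CPM on either day. Other lineages were looked for with lists for neural, neural crest, surface ectoderm, definitive endoderm, notochord, lateral plate and cardiac, intermediate mesoderm, endothelium and blood, and germ cells and amnion. A cell was counted when at least 3 genes of a list had a UMI. The genes TBXT and TNNI1 are the paper's T/BRA and TROPONIN L1.

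Alternatives covered the filter on cells, low-quality clusters left out, thinning to 2000 or 8000 UMIs or none, the mean of the CPM of single cells, totals without mitochondrial and ribosomal protein genes, resolutions of 0.5 and 1.0, 20 principal components, log normalization, no regression, another seed, 2 markers in place of 3, and HOX genes with at least 100 UMIs in place of 10. WNT3A was added to the PSM genes of the median share after the data had been seen. The steps were tested on simulated data. All 200 of 200 genes changed by 2 on the log2 scale were recovered within 0.2 at each step, after the known shift of the total had been added back. In real data this shift is not known, and the draws held counting error only. The thinned share was 55.5% against 55.1% expected. The midpoint of the day 3 and day 5 profiles on the log2 scale lay at 0.51 on the axis. It lies at 0.5 by construction, so this shows only that counting error moved it little. Immunostaining and the chemical screen were not analysed here. The qRT-PCR levels are the paper's, from its source data.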

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

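The tests of scaling and low-quality cells, of libraries of 1 day, of reads shared between DEFA5 and DEFA6 and of doublets among notochord marker cells were chosen only after the result was seen.

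Genes outside those that the paper's text discusses or that were taken from its figures and source data changed strongly at each step, far over the limit that a count of 0 allows, and are reported here for that reason. Set apart are FOXC1, which rose 263-fold from day 1 to day 2, and RIPPLY1, at least 6877-fold higher on day 5 than on day 3, since both had been taken from the figures. The readable part of Supplementary file 1 lists all but BOC among its cluster markers. Among the other genes, from day 1 to day 2 the largest fall was that of LINC00678, 19.1-fold from 114 to 5.98 CPM, and the largest rise that of APLNR, 151-fold from 1.59 to 239.9 CPM. From day 2 to day 3 LINC01356 fell 34.8-fold, from 267 to 7.67 CPM, and HOXB-AS3 rose 51.5-fold, from 14.8 to 763 CPM. With every cell weighted alike the fall of LINC01356 was 22.1-fold. RP11-148B6.1 came next, at 31.7-fold by summed UMIs, so which gene fell most may depend on the scaling. From day 3 to day 5 DEFA6 fell 182-fold, from 387 to 2.12 CPM, and BOC rose 99.8-fold, from 1.4 to 139.8 CPM. Under the other scalings and cell filters the lowest fold of LINC00678, APLNR, LINC01356, HOXB-AS3, DEFA6 and BOC was 18.6. This argues against low-quality cells or the weighting of cells as the cause of their changes. Leaving mitochondrial and ribosomal protein genes out of the total shifts all other genes alike, by 0.143 on the log2 scale from day 3 to day 5. That scaling could not undo folds this large, so it tests nothing here. With 1 library per day, a difference between libraries cannot be told apart from a change between days. A change with differentiation stays open, and no biological explanation was tested.

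DEFA6 and DEFA5 are paralogs, and DEFA5 was at 39.4 CPM on day 2, 1365 on day 3 and 75.9 on day 5. Reads shared between the 2 genes would keep their ratio steady. The ratio of DEFA6 to DEFA5 was 1.3 on day 2, 0.284 on day 3 and 0.028 on day 5, a range of 46.4-fold, so shared reads alone do not account for the counts of both. No biological explanation was tested.

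The metallothionein genes are not discussed in the paper's text, and cluster 16 was reported for their signal. In its 174 day 2 cells these 7 genes summed to 2889 CPM against 205 CPM in the other day 2 cells, a 14.1-fold difference. In its 100 day 3 cells the difference was 7.18-fold. When the metallothionein genes were left out of the clustering, the largest share of its cells in a single cluster was 42.3%. This share pools 2 days. By day, 115 of the 174 day 2 cells and 59 of the 100 day 3 cells shared a cluster. The cluster with the largest share held 2232 cells, so these genes may set the cells apart from others of their day. Other genes also led in these cells, DKK4, FOXA2, NODAL and CER1 on day 2 and PCAT14, PYCARD, LINC01356 and NKX1-2 on day 3, which leaves open a state beyond the metallothionein genes. No biological explanation was tested.

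Notochord markers are not discussed in the paper's text, and 17 day 2 cells with at least 3 of 5 such genes were reported for that reason, where independent markers give 0.256. After thinning, 5 cells were left against 0.0114 expected. The cells were picked by these genes, so the levels of the genes in them follow from the choice and say nothing further on what the cells are. In the 17 cells FOXJ1 was at 93.5 CPM against 1.64 CPM in the other day 2 cells, and SHH was found in 10 of them and in 0.403% of the other day 2 cells. FOXA2, at 174 CPM, is also in the definitive endoderm list and was found in 7.09% of the other day 2 cells. Doublets of 2 cells would have about 2 times the UMIs of the other cells. The median of UMIs was 1.09 times that of the other day 2 cells, with an exact interval of 0.845 to 1.45, which argues against doublets. On day 3, 5 cells met the list against 0.0515 expected, and 1 cell after thinning against 0.00344. On day 1, 3 cells met it against 0.552 expected, with none left after thinning, and on day 5 no cell did. Notochord-like cells are a candidate explanation, as a hypothesis. It rests on the excess over independent markers alone, from few cells that formed no cluster of their own.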

How the results depend on the processing

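The settings were chosen before the data were examined, apart from 2 alternatives (cells with the highest Scrublet scores left out, and WNT3A added to the PSM genes) and the rule that names somite-like clusters, which sets the cells the late somite-like cluster is compared with. In all, 113 alternatives were run on 17 results, of which 39 moved the value and 74 did not. A share was counted as moved outside its 95% interval, a number of cells, clusters or genes when it changed over 1.5-fold, and the rank correlation when its first 2 decimals changed after rounding. Within these limits, the cells kept ranged from 14067 to 18716 and the clusters led by day 5 from 6 to 8. Leaving out the cells that Scrublet calls doublets was planned but not run, since it marked too few cells to give usable calls. No paired analysis was possible because each day is 1 library and no label links cells across days.

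The share of cells in a cluster led by their own day was 95.0%. It was 95.5% at a resolution of 0.5 and 95.5% at 1.0, 95.7% with 20 components, 97.3% with log normalization, 96.1% without regression and 99.1% with low-quality clusters left out. Day 3 cells in clusters led by day 5 fell from 4.56% to 0.425% with log normalization, 1.15% without regression and 0.0208% with low-quality clusters left out. The clusters led by day 5 went from 8 to 4 with log normalization and 4 with low-quality clusters left out. The cause of these moves was not tested.

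Depth per cell moved every share of cells, as fewer UMIs give fewer cells with a UMI. The median shares of the marker genes on days 1, 2, 3 and 5 were 64.9%, 36.6%, 49.2% and 43.1% at 5000 UMIs, 39.2%, 18.3%, 25.8% and 20.6% at 2000, 77.5%, 51.1%, 63.1% and 57.5% at 8000 and 82.1%, 72.0%, 74.1% and 64.4% without thinning. With WNT3A they were 33.6% on day 2 and 38.0% on day 3. At 2000 UMIs, 8000 UMIs and without thinning, UNCX was found in 3.18%, 11.5% and 19.7% of day 5 cells, and TBX18 in 0.521%, 1.78% and 4.78%.

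The rank correlation of HOX paralogue group with mean day was 0.048 and became 0.10 with every cell weighted alike, 0.055 without a cell filter, 0.158 without the cells of highest Scrublet score and 0.755 for genes with at least 100 UMIs. The cells with at least 3 markers of another lineage were 1.43%, and 1.63% with the stricter cell filter, 1.76% with low-quality clusters left out, 11.9% with 2 markers and 0.0873% after thinning. The numbers of day 1, PSM, somite and late somite genes in the stated direction stayed at 4, 8, 4 and 10 under all alternatives run for them. Signaling targets lower on day 5 were 14, and 13 with every cell weighted alike and without mitochondrial and ribosomal protein genes in the total.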

Differences from the paper's values

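No value that the paper states for a measure also computed here differed by more than 1.5-fold. The deposited counts gave 17304 cells by the 4 thresholds and 14067 after low-quality clusters were left out, where the paper's value after its own cluster filter is 15558.

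The paper states that 2 subclusters co-express PSM and somite genes and hold cells of both day 3 and day 5. In the rebuilt clusters, which are not the paper's, 249 day 3 cells lay in the 2 clusters that mix these days. These clusters, 6 and 15, met the low-quality rule, at medians of 1337 and 1005 UMIs. The paper left out low-quality clusters before it assigned final cluster identities, so these 2 need not match its subclusters. In the 249 day 3 cells TBX6 was at 155 CPM and PAX3 had no UMI. The day 5 cells of these clusters had TBX6 at 4.81 CPM and PAX3 at 165 CPM. A count of cells with any gene of both sets is not set against the statement, since LFNG, a PSM gene, hardly changes from day 3 to day 5. After thinning, TBX6 and TCF15 were found together in 211 day 3 cells, where independence gives 205, and in 66 day 5 cells against 65.6. TBX6 and PAX3 were found together in 0 day 3 cells against 2.63 and in 42 day 5 cells against 38.4. These counts are over all cells of a day, so they do not decide on the paper's subclusters. The CPM were read only in the clusters at the resolution the methods state.

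The paper states that cells of other developmental origins were not found. At least 3 markers of another lineage were found in 248 of 17304 cells, and in 13 of 14887 after thinning to 5000 UMIs. No cluster was made up mostly of such cells.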

Other observations

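The tests of LRRC75A, of nuclei, of the actomyosin program, of lateral plate markers, of clusters 6 and 15 apart and of the definitive endoderm list on day 2 were chosen only after the result was seen, as were the comparison of the summed HOX genes of groups 10 to 13 and the choice of the 7 regulators.

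Clusters 6 and 15 held cells of day 3 and day 5 at low depth. On the axis from day 3 to day 5 their day 5 cells were at 0.967 and their day 3 cells at -0.007. Cells in transition would lie between 0.25 and 0.75, so the day 3 cells of these clusters argue against a transition there. Taken over all genes of the axis, these values are consistent with a grouping by low UMI counts. The 210 day 3 cells of cluster 6 lay at -0.003 and the 39 of cluster 15 at -0.004, but single genes differed between them. RSPO3 was at 183 CPM (134 to 244) and DLL3 at 303 CPM (239 to 379) in cluster 6, lower than the 339 and 496 CPM of the other day 3 cells, and at 544 CPM (419 to 694) and 867 CPM (707 to 1052) in cluster 15, higher than in those cells. What sets these genes apart was not tested. A transition in cells of other clusters was not tested.

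LRRC75A led clusters on several days. Its CPM in cells of 500 to 2000 UMIs was at least 9.12 times that in cells of over 10000 UMIs on every day, which may reflect low RNA content of the cells. No biological explanation was tested.

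Cells with under 1% mitochondrial UMIs made up 9.11% of day 1, 6.92% of day 2, 4.76% of day 3 and 8.08% of day 5 cells, and had high histone genes. Nuclei without cytoplasm would be low in ribosomal protein genes. The share of these genes was at least 1.04 times that of the other cells of the day. Picking cells with few mitochondrial UMIs raises the share of all other genes. On days 1, 2 and 3 it was 31.2%, 33.5% and 32.6% against 27.5%, 26.2% and 25.4%. This is more than such a rise gives and argues against nuclei there. On day 5 it was 31.1% against 30.0%, with 0.634% against 7.3% mitochondrial UMIs. The choice of cells can give this difference, so the test cannot decide on day 5. No biological explanation was tested.

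The late somite-like cluster was high in the myogenic and sclerotome genes the paper names. The summed regulators of these lineages were at 0.434 times their level in the other somite-like day 5 cells. This ratio rests on 13 UMIs of PAX1 and PAX9 in the cluster, and PAX7, MYF5, MYOD1 and MYOG had no UMI in either group, so entry into the muscle or sclerotome lineage cannot be told apart from its absence. MYF6, which is not among the 7 regulators, had 17 UMIs in the cluster and 159 outside it, 1.48 CPM against 2.44 CPM. Among other genes, SOX9 was 1.14-fold, COL2A1 0.431-fold and DES 13.7-fold. Of 11 actomyosin genes, 8 were over 2-fold in a cluster of day 2, 10 in a cluster of day 3 and 11 in the late somite-like cluster. The list shares MYL9 and ACTA2 with the genes the paper names. An actomyosin program that also arises on earlier days may account for part of the pattern, as a hypothesis. Simple epithelial keratins were 20.7-fold and dissociation stress genes 1.91-fold in the cluster.

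Cells with at least 3 markers of another lineage were 3.92 times as many after thinning as independent markers give, which argues against high UMI counts as the whole cause. Most of the excess comes from the notochord list. Without it, 7 cells were left against 3.27 expected, of which the lateral plate and cardiac list makes up 2.98. The definitive endoderm list had 10 cells against 0.564 expected before thinning and 1 cell against 0.017 after it. On day 2 it had 9 cells against 0.212 expected, and 0 of them met the notochord list. Their median of 18156 UMIs, against 19124 in the other day 2 cells, gives no sign of higher depth, so this excess too argues against high UMI counts as the whole cause. All 9 cells had both FOXA2 and SOX17, which follows in part from picking them by the list these genes are in. SOX17 had 90 UMIs, in 19 cells of day 2, and no UMI on the other days. What these cells are was not tested. For the lateral plate and cardiac list on day 2 the ratio was 1.72, from 5 cells, too few for lateral plate cells and high UMI counts to be separated, so they cannot be told apart. Of its 10 genes, GATA6, GATA4 and HAND1 were also found in 35.4%, 16.7% and 14.6% of the other day 2 cells.

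HOX genes of groups 10 to 13 were off the order of their groups. The rank correlation rose from 0.048 to 0.755 for genes with at least 100 UMIs, as counting error would give, but no gene of groups 10 to 13 passes that filter. Their summed UMIs were 105 on day 2 and 7 on day 5, a ratio of 12.8 in CPM with intervals of 0.952 to 1.41 and 0.0364 to 0.187, which argues against counting error alone. Among groups 1 to 9 the rank correlation was 0.763. No biological explanation was tested.

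UNCX and TBX18 were found together in no day 5 cell at 5000 UMIs, where independence gives 3.2. At 8000 UMIs the ratio of observed to expected was 0.493, from 3 cells against 6.09. At 2000 UMIs it was 1.74, from 1 cell. Without thinning 46 cells had both against 40.0, but cells of unequal depth can raise that count, so it does not speak against separate expression. From the few cells of the thinned counts, low depth, separate expression and chance cannot be told apart.

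The direction from day 3 to day 5 was the same in single cells and in the paper's qRT-PCR levels for 10 of 11 genes, LFNG being the exception. The levels are of 3 wells per gene and day, and LFNG in single cells changed direction with the scaling, as given at the signaling genes. The paper presents the qRT-PCR organoids before its protocol was optimized and the libraries after, so treatment up to day 5 was not necessarily the same, and its part in either the shared directions or the exception was not tested.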
